# SWI/SNF chromatin remodeling complex is required for initiation of sex-dependent differentiation in mouse germline

**DOI:** 10.1038/s41598-021-03538-8

**Published:** 2021-12-15

**Authors:** Toshiaki Ito, Atsuki Osada, Masami Ohta, Kana Yokota, Akira Nishiyama, Yuichi Niikura, Tomohiko Tamura, Yoichi Sekita, Tohru Kimura

**Keywords:** Differentiation, Germline development

## Abstract

Sexual reproduction involves the creation of sex-dependent gametes, oocytes and sperm. In mammals, sexually dimorphic differentiation commences in the primordial germ cells (PGCs) in embryonic gonads; PGCs in ovaries and testes differentiate into meiotic primary oocytes and mitotically quiescent prospermatogonia, respectively. Here, we show that the transition from PGCs to sex-specific germ cells was abrogated in conditional knockout mice carrying a null mutation of *Smarcb1* (also known as *Snf5*) gene, which encodes a core subunit of the SWI/SNF chromatin remodeling complex. In female mutant mice, failure to upregulate meiosis-related genes resulted in impaired meiotic entry and progression, including defects in synapsis formation and DNA double strand break repair. Mutant male mice exhibited delayed mitotic arrest and DNA hypomethylation in retrotransposons and imprinted genes, resulting from aberrant expression of genes related to growth and de novo DNA methylation. Collectively, our results demonstrate that the SWI/SNF complex is required for transcriptional reprogramming in the initiation of sex-dependent differentiation of germ cells.

## Introduction

The germline transmits the genomic and epigenomic information to the next generation via the creation of sperms and oocytes. In mice, primordial germ cells (PGCs) arise in the posterior proximal epiblast around embryonic day 7.5 (E7.5)^1,2^. PGCs rapidly proliferate and migrate to the gonads by E11.5. Sex-dependent differentiation starts in gonadal germ cells and is accompanied by dynamic reprogramming of the transcriptome^3–7^. After E13.5, female germ cells enter meiosis and differentiate into primary oocytes, whereas male germ cells enter the G1/G0 phase and differentiate into prospermatogonia. Upon specification from PGCs to oocytes or prospermatogonia, the genes involved in PGC differentiation and pluripotency are downregulated, and sex-dependent transcriptional programs are activated^3^.

A large number of meiosis-related genes are upregulated to initiate and drive meiosis in primary oocytes after E13.5. Retinoic acid (RA) plays a critical role in the induction of meiosis-related genes; RA induces the expression of STRA8 and MEIOSIN, which form a complex and activate meiosis-related genes by binding to the promoters^6,8,9^. On the other hand, recent study has shown that female germ cells enter into meiosis and produce functional oocytes in the absence of all the retinoic acid receptors^10^. In addition, a transcriptional regulator, ZGLP1, which is induced in response to bone morphogenetic protein (BMP), is also a prerequisite for the upregulation of meiosis-related genes^11^. In PGCs, before E12.5, meiosis-related genes are repressed by Polycomb repressive complex 1 (PRC1), which suppresses precocious activation^12^.

In males, RA signaling is inhibited by CYP26B1, which is specifically expressed in the testes and degrades RA^13^. Additionally, an RNA-binding protein, NANOS2, promotes male germ cell differentiation by inhibiting meiotic entry of the prospermatogonia^14–16^. Meanwhile, the genes involved in genome-wide de novo DNA methylation are upregulated in prospermatogonia to accomplish de novo DNA methylation in retrotransposons and imprinted genes^17,18^. However, little is known about the transcriptional mechanisms that initiate and drive sex-dependent differentiation of germ cells.

Switching defective/sucrose nonfermenting (SWI/SNF) complexes are evolutionarily conserved chromatin remodeling complexes that utilize the energy from ATP hydrolysis to mobilize nucleosomes and remodel chromatin^19,20^. SWI/SNF complexes belong to the Trithorax group of complexes that counteract PRC-mediated repression^21^; they are composed of approximately 20 subunits, and mutations in these components are frequently found in human tumors. In tumors, SWI/SNF complexes have been shown to remove PRC1 and PRC2 from promoters with bivalent histone modifications^22–25^.

SWI/SNF complexes also have roles in development. For instance, a lack of SMARCB1 (also known as SNF5, BAF47, or INI1), which is a core component of SWI/SNF complexes, causes peri-implantation lethality in mice^26^. Furthermore, oocyte-specific depletion of *Brg1*, a gene encoding an ATPase subunit of SWI/SNF complexes, leads to aberrant zygotic activation in 2-cell embryos^27^ whereas germ cell-specific deletion of *Brg1* causes meiotic arrest in adult spermatogenesis^28,29^. However, the exact roles of SWI/SNF complexes in embryonic germ cell development are not fully understood. To address this issue, we generated PGC-specific *Snf5* conditional knockout (KO) mice (*Snf5* CKO mice). Our results clearly demonstrate that the SWI/SNF complex is required for the transition from sexually undifferentiated PGCs to female or male germ cells.

## Results

### Generation of PGC-specific *Snf5* CKO mice

To investigate the role of the SWI/SNF complex in embryonic germline development, we used mice carrying a floxed *Snf5* allele and *TNAP-Cre* mice, in which the *Cre* cDNA is knocked into the *Alpl* gene encoding TNAP (tissue nonspecific alkaline phosphatase)^30,31^. The heterozygous *Snf5* KO males (*Snf5*^+*/Δ*^) harboring *TNAP-Cre* were crossed to the homozygous floxed *Snf5* females (*Snf5*^*fx/fx*^) to generate PGC-specific *Snf5* CKO mice (*Snf5*^*fx/Δ*^ + *TNAP-Cre*; Fig. S1A, B). It was reported that Cre-mediated recombination commences in E9.5 PGCs but predominantly takes place in post-migratory phase PGCs from E10.5 to E13.5^31^. 

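RNA-Seq was carried out on germ cells that had been sorted by the Oct4-EGFP transgene, which marks germ cells with a fluorescent protein, from E15.5 gonads of control and Snf5 CKO embryos. There were 8 libraries, 2 for each of female control, female Snf5 CKO, male control and male Snf5 CKO germ cells. The paper states that the control samples were a mixture of germ cells of the Snf5fx/+, Snf5fx/Δ and Snf5fx/+ with TNAP-Cre genotypes. The paper's Table S5 gives 8568 and 11568 cells for the female controls, 9228 and 9960 for the female Snf5 CKO samples, and 3756 and 21084 for the male controls. For male Snf5 CKO replicate 1 the same table lists 3228 and 2616 cells on separate lines, and for replicate 2 it lists 5640 cells. It gives 2 and 3 mice for the female controls, the same for female Snf5 CKO, 6 and 4 for the male controls, and 1 on each line of male Snf5 CKO. An SD of 2 libraries is thus a spread between pools of several mice, except in male Snf5 CKO, where few mice stand behind it. The purity that the table gives lies between 95% and 100%. The cDNA was synthesized from total RNA and amplified with a SMART-Seq kit, and reads were mapped with Tophat and quantified with Cufflinks on the mouse mm10 genome by the authors, who deposited one table per sex with an FPKM value for each locus and library. FPKM is the number of fragments on a locus scaled by transcript length and by the number of mapped fragments, so the tables hold no counts. The FPKM values added up to 1029100 and 1093900 in the female controls, 673741 and 1026730 in female Snf5 CKO, 682745 and 1367710 in the male controls, and 692103 and 1554760 in male Snf5 CKO. The total number of fragments is not in the tables, but low FPKM values come in steps of single fragments, and these steps give the depth of the libraries relative to control replicate 1 of the same sex. This relative depth was 1.90 for female control replicate 2, 1.26 and 2.45 for female Snf5 CKO replicates 1 and 2, 1.91 for male control replicate 2, and 1.20 and 1.46 for male Snf5 CKO replicates 1 and 2. For control replicate 2 of each sex the steps fitted nearly as well to a depth smaller by a factor of 2 (0.949 in females and 0.956 in males). The female table has 29018 loci, of which 24281 carry a gene name, and the male table has 30216, of which 23944 carry one. Each sex was analysed alone, since the tables were normalized separately, with limma on log2(FPKM + 1). The test took every named locus with a mean of at least 1 FPKM over the 4 libraries of the table. This left 11642 loci in females and 12368 in males. Each such locus is counted as a gene here, so a gene with several of them counts more than once. Each p was adjusted by the method of Benjamini and Hochberg, and a gene was counted as lower or higher when its log2 fold change was at least 1 in size and its adjusted p was under 0.05. All fold changes are on the log2(FPKM + 1) scale, which understates the change of genes with low values. With 2 libraries against 2, an exact two-sided permutation test of a single gene cannot go below p = 0.333, so p is given only from the model fitted across all genes.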

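The files list Snf5 under its symbol Smarcb1, on chromosome 10 from 75896769 to 75921614 of mm10. In female germ cells its level was 22.9 ± 0.721 FPKM (SD, n = 2) in control and 3.36 ± 1.25 FPKM (SD, n = 2) in Snf5 CKO, which is 85.3% lower, with a log2 fold change of -2.48 (standard error 0.24, adjusted p = 0.00029 from limma). In male germ cells its level was 154 ± 18.4 FPKM (SD, n = 2) in control and 9.39 ± 0.940 FPKM (SD, n = 2) in Snf5 CKO, which is 93.9% lower, with a log2 fold change of -3.90 (standard error 0.18, adjusted p = 0.0022 from limma). Both differences were larger than the spread between replicates. With each library left out in turn, the log2 fold change stayed between -2.78 and -2.19 in females and between -4.02 and -3.78 in males. Without the moderation of variances across genes, the adjusted p of the female difference was 0.056, and on the linear FPKM scale that of the male difference was 0.070. The FPKM values cover the whole gene, whereas the recombination deletes only its first exon, and the reads on that exon are not in the tables.

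**Figure D1:**
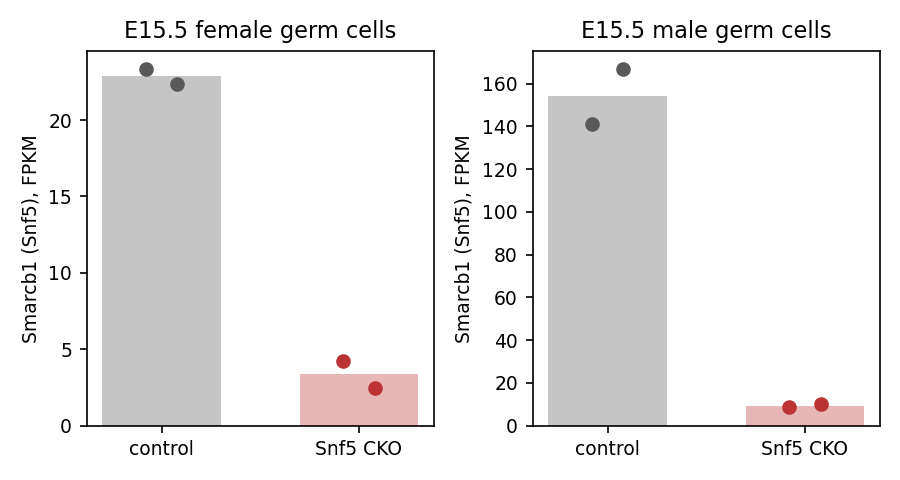
FPKM of Smarcb1 (Snf5) in each library of E15.5 female (left) and male (right) germ cells. Points are libraries and bars are means of 2 libraries; both Snf5 CKO libraries lie below both control libraries in each sex.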

RNA-Seq analyses using E15.5 germ cells collected from *Oct4-EGFP* transgenic embryos revealed that the recombination efficiencies at the floxed *Snf5* loci were 90.4% and 80.7% in male and female germlines, respectively (Fig. S1C). Furthermore, we carried out immunohistochemistry using anti-SNF5 antibody in E13.5, E15.5 and E19.5 testes and ovaries (Fig. S1D,E). The percentages of SNF5-positive gem cells were variable among the individual mice. The average percentages of SNF5-positive gem cells in females were 13.7%, 19.1% and 22.7% at E13.5, E15.5 and E19.5, respectively. Those in males were 17.6%, 11.2% and 29.2% at E13.5, E15.5 and E19.5, respectively. Slight increase of SNF5-positive germ cells at E19.5 may reflect the loss of *Snf5*-deficient germ cells by apoptosis, as described below (Fig. S2). In contrast to the germ cells, a majority of gonadal somatic cells in the *Snf5* CKO mice were positive for SNF5.

### Impaired entry into meiosis and mitotic arrest in fetal *Snf5* CKO germ cells

Because Cre-meditated recombination occurs during PGC development in *TNAP-Cre* mice, we first examined fetal ovaries (Fig. 1). The number of SSEA-1-positive PGCs at E12.5 and E13.5 were comparable between the control and *Snf5* CKO females (Fig. 1A,B). Sexually dimorphic differentiation takes place in the germ cells after E13.5; female PGCs enter meiotic prophase and differentiate into primary oocytes. We then investigated whether the female germ cells in *Snf5* CKO mice successfully entered meiosis by immunohistochemistry using an antibody against synaptonemal complex protein 3 (SYCP3), which is expressed from the preleptotene to the diplotene stages of meiotic prophase cells (Fig. 1C–E). In the control females, almost all the mouse vasa homolog (MVH)-positive germ cells expressed SYCP3 from E15.5 to E19.5. In contrast, approximately 20% of the germ cells were positive for SYCP3 at E15.5 in the *Snf5* CKO female mice (Fig. 1C–E). The percentages of SYCP3-positive germ cells in the *Snf5* CKO mice increased gradually until E19.5 but were significantly lower than those in the control mice from E15.5 to E19.5 (Fig. 1E). In addition, there were fewer germ cells in the *Snf5* CKO mice at E15.5 and E19.5 (Fig. 1D). The percentages of cleaved PARP1 (cPARP1)-positive apoptotic gem cells in the *Snf5* CKO mice were comparable to those in the control mice at E15.5, but significantly increased at E19.5 (Fig. S2A,B), indicating the loss of germ cells by apoptosis occurred mainly after perinatal period.

**Figure 1:**
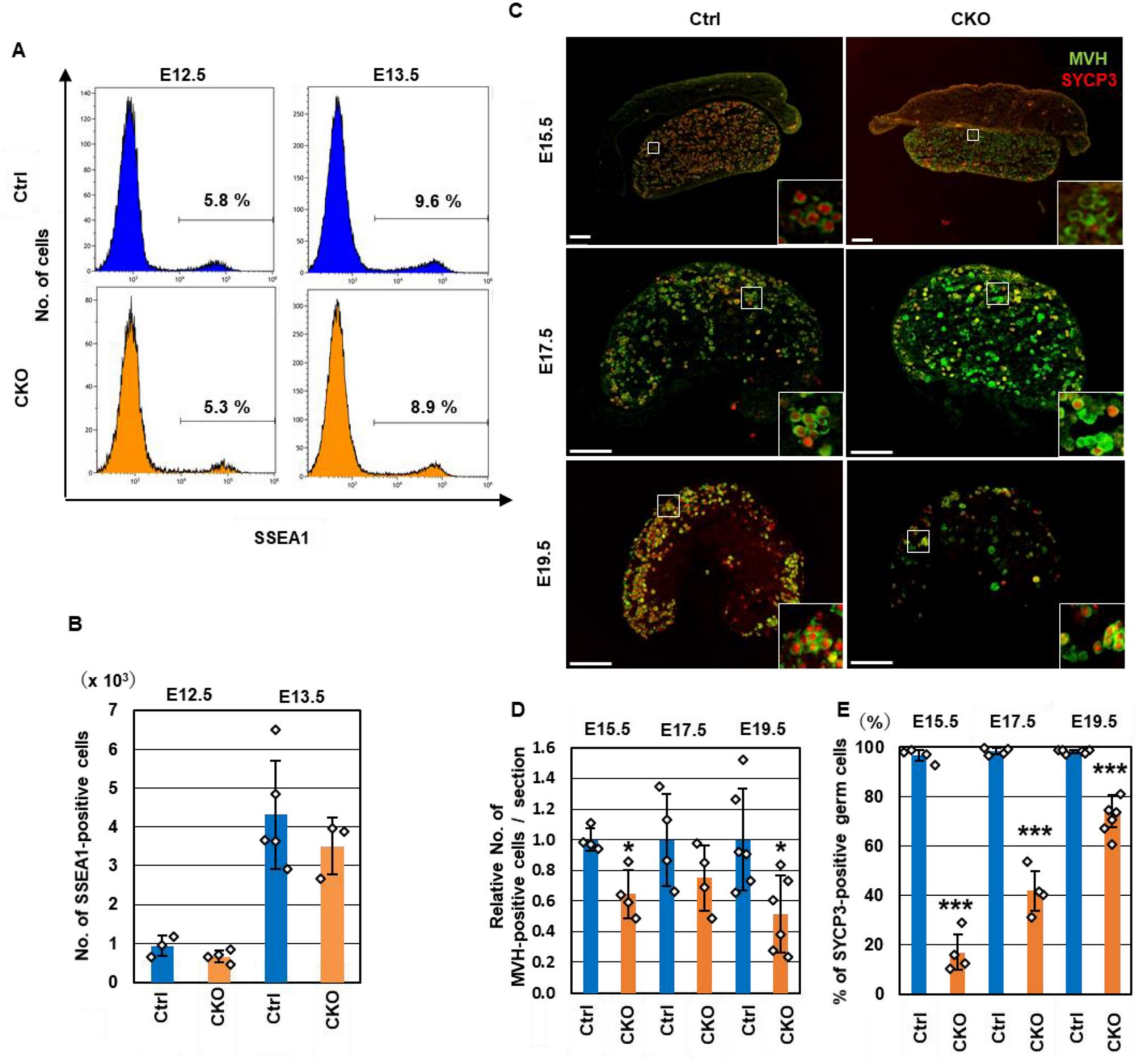
Impaired entry into meiosis in fetal *Snf5* CKO female germ cells. (**A**) Flow cytometry showing the percentages of SSEA1-positive PGCs in female gonads. (**B**) The numbers of PGCs in the E12.5 and E13.5 gonads. The number of SSEA1-positive cells was counted by flow cytometry. The values from individual mice and the mean ± standard deviation are shown. (**C**) Immunohistochemistry of the ovaries in E15.5, E17.5, and E19.5 embryos using antibodies against SYCP3 and MVH. The inserts show higher-magnification views. In the *Snf5* CKO females, SYCP3, a meiosis marker, was not expressed in a number of MVH-positive germ cells. Bars: 100 µm. (**D**) The relative number of MVH-positive germ cells per section. The values from individual mice and the mean ± standard deviation are shown in B, C, and E–G (*P < 0.05, **P < 0.01, ***P < 0.001, Student’s *t*-test). (**E**) The percentages of SYCP3-positive germ cells.

Next, we examined the fetal germ cells in the *Snf5* CKO males. The number of PGCs at E12.5 and E13.5 in the *Snf5* CKO males were approximately half of the control males (Fig. 2A,B). We examined whether the germ cells in the *Snf5* CKO males entered mitotic arrest after E15.5 (Fig. 2C–F). Immunohistochemistry using an antibody against phospho-histone H3 (pH3), a marker of M phase cells, showed that pH3-positive germ cells were barely detectable in the testes of the control mice at E15.5, whereas a significantly higher number of pH3-positive germ cells were detected in the *Snf5* CKO mice (Fig. 2C,F). Furthermore, the percentages of germ cells positive for KI67, a marker of proliferation and cell cycling, in the *Snf5* CKO males were significantly higher than those in the control males at E15.5 and E17.5 (Fig. 2C,E). However, KI67-positive germ cells were barely detectable in the *Snf5* CKO males at E19.5, suggesting that male germ cells in the *Snf5* CKO mice eventually entered mitotic arrest. The numbers of germ cells decreased from E15.5 to E19.5 in the *Snf5* CKO males (Fig. 2D). The percentages of apoptotic gem cells in the *Snf5* CKO mice significantly increased at E15.5 (Fig. S2C,D). Transient increase of germ cells in the E15.5 *Snf5* CKO males presumably reflects the prolonged mitotic activity. These results indicate that entry into meiotic prophase and mitotic arrest was impaired in the *Snf5* CKO female and male embryos, respectively.

**Figure 2:**
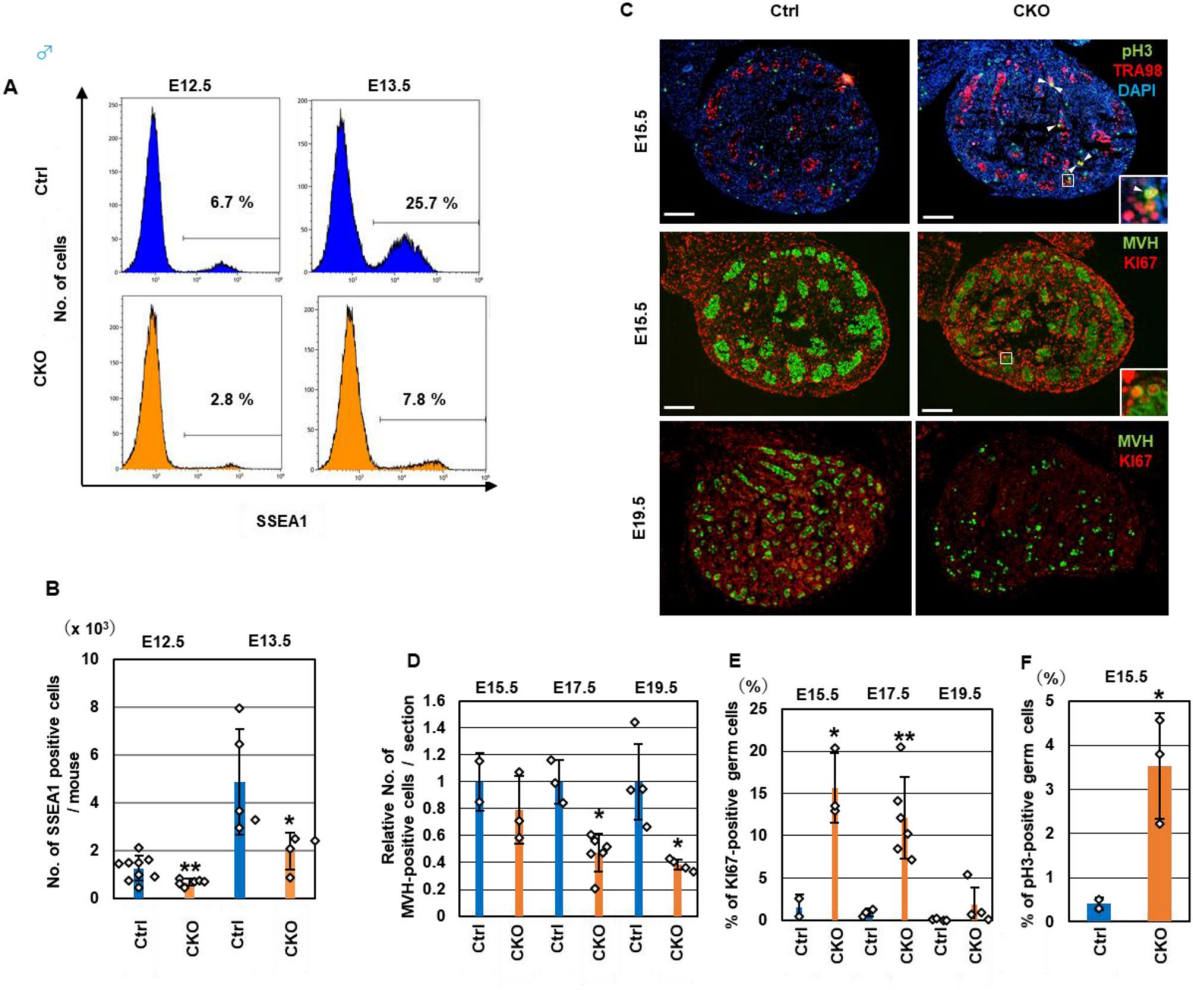
Impaired mitotic arrest in fetal *Snf5* CKO male germ cells. (**A**) Flow cytometry showing the percentages of SSEA1-positive PGCs in male gonads. (**B**) The numbers of PGCs in the E12.5 and E13.5 gonads. The number of SSEA1-positive cells was counted by flow cytometry. The values from individual mice and the mean ± standard deviation are shown. (**C**) Immunohistochemistry of the testes in E15.5 and E19.5 embryos using antibodies against pH3 and MVH (upper panel) or Ki67 and TRA98 (middle and bottom panels). The inserts show higher-magnification views. In *Snf5* CKO males, pH3-positive or Ki67-positive germ cells were detected in the E15.5 testes, but Ki67-positive germ cells were barely detectable in the E19.5 testes. Bars: 100 µm. (**D**) Relative number of MVH-positive germ cells per section. (**E**,**F**) The percentages of Ki67-positive (**E**) or pH3-positive (**F**) germ cells.

### Aberrant transcriptional reprogramming in fetal *Snf5* CKO germ cells

To determine the molecular basis of the impaired transition to meiotic prophase and mitotic arrest in the *Snf5* CKO mice, we performed RNA-Seq analyses using the E15.5 female and male germ cells. Transgenic mice expressing enhanced green fluorescent protein (EGFP) under the control of the *Oct4* promoter (*Oct4-EGFP*) were used to purify germ cells^32^. Principal component analyses (PCA) were performed by combining our datasets from E15.5 *Snf5* CKO germ cells with previously reported RNA-Seq datasets from normal germ cells isolated from embryos at E9.5–E15.5 (Fig. 3A)^4,5^. The gene expression patterns of the female and male germ cells progressively diverged from E12.5 to E15.5. The gene expression profiles of the E15.5 *Snf5* CKO germ cells were positioned between the E13.5 and E14.5 germ cells in both females and males (Fig. 3A, Fig. S3B–E). Hierarchical cluster analyses showed that the E15.5 *Snf5* CKO female and male germ cells grouped with the E9.5–E13.5 germ cell cluster (Fig. S3A).

**Figure 3:**
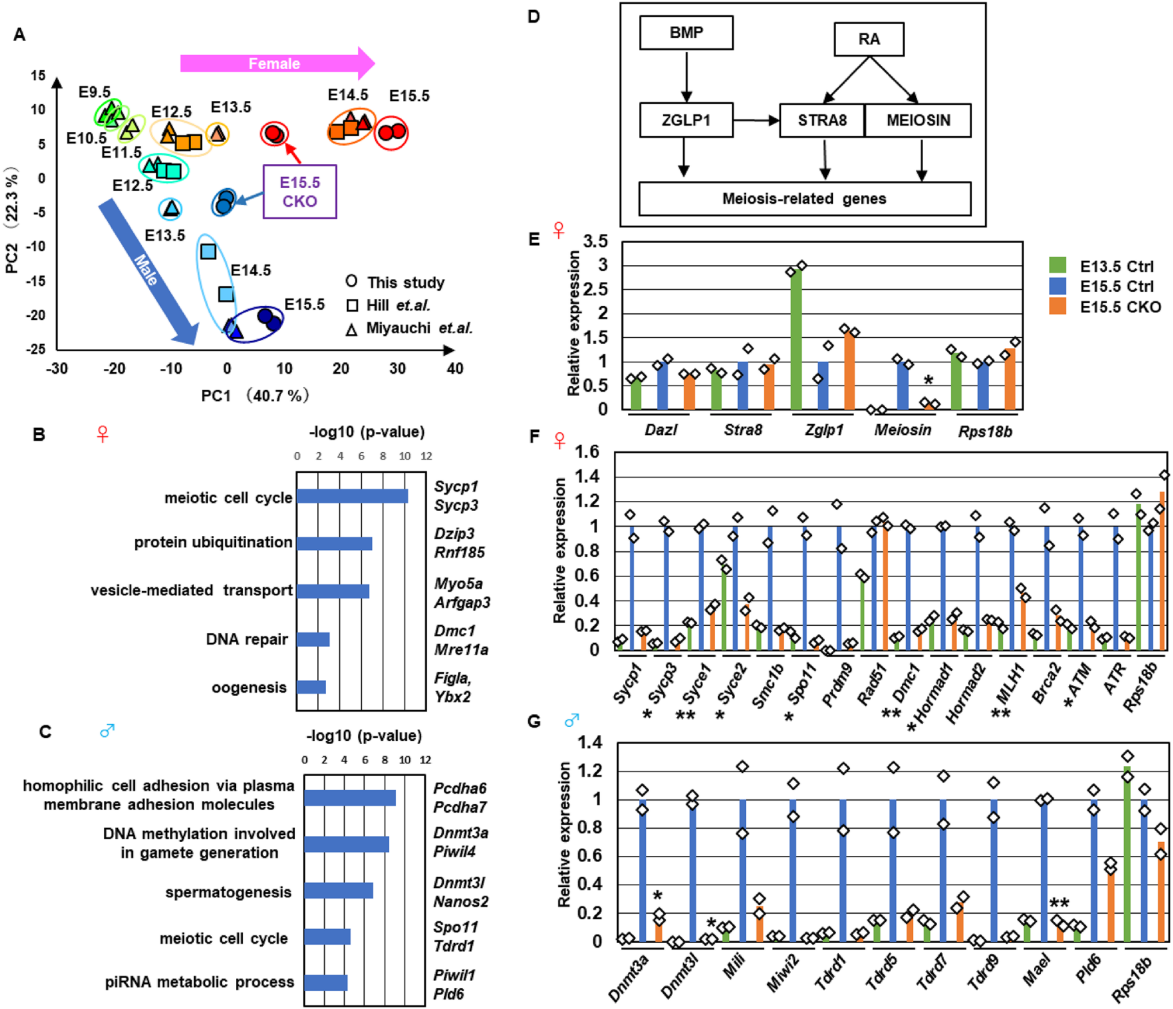
Aberrant transcriptional reprogramming in fetal *Snf5* CKO germ cells. (**A**) PCA of the E15.5 control and *Snf5* CKO germ cells (female, red circles; male, blue circles). The E15.5 germ cells were isolated based on the *Oct4-EGFP* transgene and subjected to RNA-Seq analyses. Data of the E9.5–E15.5 normal germ cells (triangles and squares) have been described previously^4,5^. (**B**,**C**) GO analyses of the genes whose expression levels were significantly lower in female (**B**) and male (**C**) *Snf5* CKO germ cells at E15.5. (**D**) Schema showing the induction of meiosis-related genes in primary oocytes. (**E**) Expression of key genes involved in the induction of meiosis-related genes. The expression levels of control germ cells at E13.5 and E15.5 and the *Snf5* CKO germ cells at E15.5 are shown in (**E**–**G**) (FPKM values of the E15.5 control cells are set as 1.0). The values from biological duplicates and the mean ± standard deviation are shown in (**E**–**G**) (*P < 0.05, **P < 0.01, ***P < 0.001, Student’s *t*-test). (**F**) Expression of representative meiosis-related genes in *Snf5* CKO female germ cells. The expression of ribosomal protein s18b (*Rps18b*) as the internal control is shown in (**F**,**G**). (**G**) Expression of representative de novo DNA methylation-related genes in *Snf5* CKO male germ cells.

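Within each sex, the E15.5 libraries were compared by Pearson's r of log2(FPKM + 1) across the tested genes, which are not independent replicates. In females, r was 0.969 and 0.974 between the 2 libraries of a genotype, and between 0.777 and 0.824 for the 4 pairs of a control and a Snf5 CKO library. In males, r was 0.966 and 0.967 within a genotype and between 0.824 and 0.849 across genotypes. The values moved most without the filter on low genes, where the mean r across genotypes was 0.908 in females and 0.916 in males. In a PCA of the 4 libraries of one sex, the first component held 86.9% of the variance in females and 81.4% in males and separated control from Snf5 CKO. The next component held 9.85% and 14.9%, and separated replicate 1 from replicate 2. The sexes were not placed on common components, and the published E9.5-E15.5 datasets of Fig. 3A were not analysed.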

Gene ontology (GO) analysis revealed that key terms related to oogenic fate, such as “meiotic cell cycle”, “DNA repair”, and “oogenesis”, were enriched among the genes whose transcript levels were significantly lower in the *Snf5* CKO females (Fig. 3B). 

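In female germ cells, 2543 of the 11642 tested genes were lower in Snf5 CKO. The count moved most on the linear FPKM scale, where it was 658, and without moderation of variances it was 1055. The median log2 fold change of all tested genes was -0.14, and rescaling the libraries by the median of ratios raised this median by 0.15 and left 2098 lower genes. Of the genes that Fig. 3B names, Sycp3 was at 2556 ± 157 (SD, n = 2) FPKM in control and 216 ± 50.5 (SD, n = 2) FPKM in Snf5 CKO (log2 fold change -3.58, standard error 0.29, adjusted p = 0.00017 from limma). Figla, a regulator of oocyte genes, was at 179 ± 47.4 FPKM in control and 16.6 ± 8.08 FPKM in Snf5 CKO (log2 fold change -3.41, standard error 0.34, adjusted p = 0.00033). Ybx2 had a log2 fold change of -1.79, Dzip3 of -1.96 and Myo5a of -1.80, with adjusted p of 0.00023, 0.00025 and 0.0013. Arfgap3, whose locus is merged with an overlapping Rik gene in the table, had a log2 fold change of -1.57 (adjusted p = 0.00040). Rnf185 had an adjusted p of 0.0033, and its log2 fold change of -0.97 was smaller in size than 1. The genes with the largest falls in which both Snf5 CKO libraries lay below both controls were Mir1957b, Spata22, Rad21l, Fbxo47 and Ccnb3. The log2 fold change was -4.14 for Spata22, -4.08 for Rad21l, -4.01 for Fbxo47 and -4.01 for Ccnb3. Mir1957b was at 90.9 and 3.64 FPKM in the control libraries and is listed at 0 in both Snf5 CKO libraries, and a listed 0 can also be a failed estimate.

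**Figure D2:**
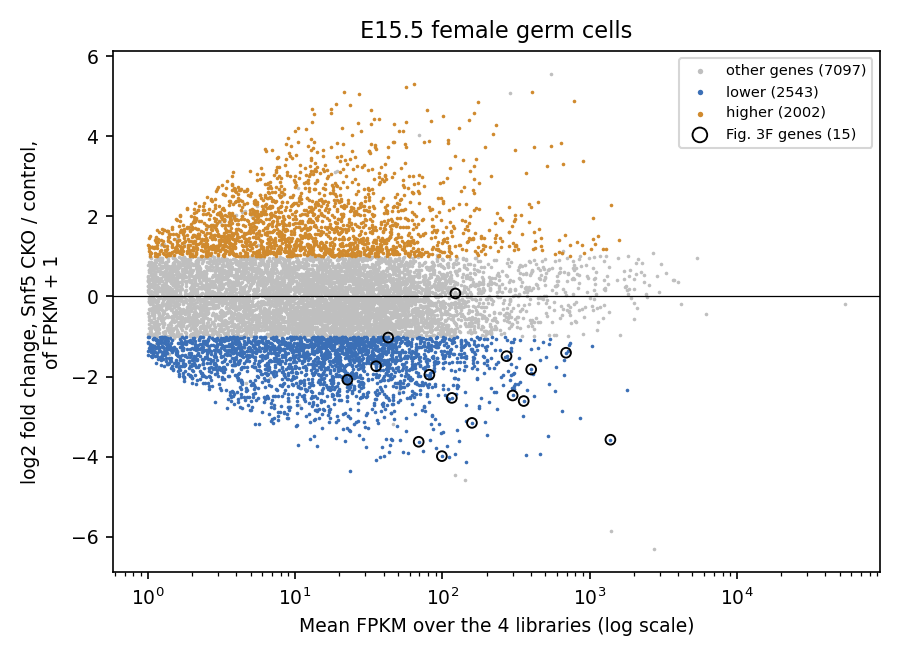
Log2 fold change (Snf5 CKO over control, of FPKM + 1) against the mean FPKM over the 4 libraries (log scale) for the 11642 genes tested in E15.5 female germ cells. Each point is a named locus, counted as a gene. In Snf5 CKO, 2543 were lower and 2002 were higher. The circled genes are those of Fig. 3F, all but 1 of them among the lower genes.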

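In Snf5 CKO females, 2002 genes were higher than in control, which is 44.0% of the genes that changed. On the linear FPKM scale the count was 604, and without moderation of variances it was 866. With median-of-ratios rescaling 2328 genes were higher, 52.6% of those that changed, so which direction held the majority depends on the scaling. Among genes named in Fig. S3F, Cdk4 was at 36.4 ± 4.43 (SD, n = 2) FPKM in control and 231 ± 15.1 (SD, n = 2) FPKM in Snf5 CKO (log2 fold change 2.64, standard error 0.18, adjusted p = 0.00012 from limma), and Tex19.1 was at 74.8 ± 13.2 FPKM in control and 184 ± 23.0 FPKM in Snf5 CKO (log2 fold change 1.29, standard error 0.21, adjusted p = 0.0020). E2f2 was low in both groups, at 1.26 ± 0.115 FPKM in control and 3.31 ± 0.386 FPKM in Snf5 CKO, and its log2 fold change of 0.93 was under 1 (adjusted p = 0.0057). It passed both thresholds with a pseudocount of 0.1 (log2 fold change 1.32), with the libraries rescaled to a common sum (1.06) and with median-of-ratios rescaling (1.04). Amhr2, which is also a marker of the supporting cells of the gonad, was at 2.11 ± 0.332 FPKM in control and 7.24 ± 1.08 FPKM in Snf5 CKO (log2 fold change 1.40, standard error 0.21, adjusted p = 0.0014), and all 9 tested genes of a list of their markers, Amhr2 included, lay above control in both Snf5 CKO libraries with an adjusted p under 0.05, 4 of them with a log2 fold change of at least 1. Among the largest rises were those of Tcl1, Ifitm3, Cldn3 and Cpsf4l. Tcl1 was at 1.99 ± 0.510 FPKM in control and 111 ± 13.8 FPKM in Snf5 CKO. Ifitm3 was at 21.9 ± 7.72 and 794 ± 273 FPKM at the more abundant of the 2 loci that carry its name, Cldn3 at 0.239 ± 0.0364 and 42.5 ± 11.1 FPKM, and Cpsf4l at 0.640 ± 0.0251 and 53.8 ± 7.83 FPKM, the control first in each case. The adjusted p of these 4 genes was at most 0.00011.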

Meanwhile, GO terms related to pluripotency, such as “multicellular organism development” and “stem cell population maintenance”, were enriched among the genes whose transcript levels were significantly higher in the *Snf5* CKO females (Fig. S3F). 

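The PGC genes of Fig. S3H are Prdm1, Prdm14, Tfap2c, Dppa3, Nanog, Pou5f1 (Oct4), Sox2 and Utf1, and all 8 of them were higher in E15.5 Snf5 CKO female germ cells than in control with an adjusted p under 0.05 over all genes. Adjusted over the list alone, 8 were higher as well, which is not taken as independent evidence, because the figure shows these same samples and the paper does not say how its genes were picked. Their median log2 fold change was 4.01 (adjusted p = 1.7e-06 from limma's camera, a test of the list against all other genes), and the smallest was that of Prdm1, 2.00. Dppa3 was at 51.2 ± 14.3 (SD, n = 2) FPKM in control and 1519 ± 159.8 (SD, n = 2) FPKM in Snf5 CKO (log2 fold change 4.89, standard error 0.26, adjusted p = 0.00011), and Pou5f1 was at 12.7 ± 5.74 FPKM in control and 314 ± 26.7 FPKM in Snf5 CKO (log2 fold change 4.59, standard error 0.29, adjusted p = 0.00011). Nanog was at 0.753 ± 0.252 FPKM in control and 46.8 ± 4.07 FPKM in Snf5 CKO (log2 fold change 4.77, standard error 0.20, adjusted p = 0.00011), and Prdm14 was at 0.221 ± 0.0219 FPKM in control and 9.69 ± 0.522 FPKM in Snf5 CKO (log2 fold change 3.13, standard error 0.19, adjusted p = 0.00011). The log2 fold change was 4.67 for Tfap2c, 3.44 for Sox2 and 2.79 for Utf1. Each of the differences was larger than the spread between replicates, and in every one of the 8 genes both Snf5 CKO libraries lay above both control libraries.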

The genes involved in differentiation and pluripotency in PGCs were not fully downregulated in *Snf5* CKO female germ cells at E15.5 (Fig. S3H).

Two signaling axes play pivotal roles in the upregulation of transcriptional programs necessary for female germ cell differentiation (Fig. 3D). The transcription regulator ZGLP1 is upregulated by BMP in female germ cells after E13.5. Similarly, STRA8 and MEIOSIN, which cooperatively activate the transcription of meiosis-related genes, are upregulated in response to RA. Additionally, an RNA-binding protein, DAZL, is required for sexual differentiation of fetal germ cells in both females and males^33,34^. In the E15.5 *Snf5* CKO germ cells, *Zglp1*, *Stra8*, and *Dazl* were expressed at normal levels, but *Meiosin* was expressed at lower levels than in control mice (Fig. 3E). 

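Zglp1 was at 16.3 and 33.3 FPKM in the female control libraries and at 42.8 and 40.8 FPKM in the Snf5 CKO libraries (log2 fold change 0.81, standard error 0.31, adjusted p = 0.059 from limma). Its log2 fold change was 0.32 without control replicate 1 and 1.304 without control replicate 2. Its adjusted p was 0.032 with the libraries rescaled to a common sum and 0.039 with median-of-ratios rescaling. Stra8 was at 309 ± 119 (SD, n = 2) FPKM in control and 299 ± 43.2 (SD, n = 2) FPKM in Snf5 CKO (log2 fold change 0.00, standard error 0.31, adjusted p = 0.99), a difference within the spread between replicates. Without control replicate 1 its log2 fold change was -0.40, and without control replicate 2 it was 0.40. Dazl was at 829 ± 82.5 FPKM in control and 630.4 ± 0.690 FPKM in Snf5 CKO (log2 fold change -0.39, standard error 0.26, adjusted p = 0.23). With the replicate number as a block in the fit, the adjusted p was 0.021 for Zglp1, 0.0047 for Dazl and 0.014 for Mrps18b, the gene whose values match the internal control that the paper calls Rps18b. Without the block, the log2 fold change of Mrps18b was 0.36 (adjusted p = 0.12). No locus in the tables is named Meiosin. A locus for the gene was inferred from position. The annotation has the gene Gm4969 on chromosome 7 from 19099046 to 19118368 on the minus strand, next to Dmpk and Six5 on the plus strand. In the female table, separate entries for Dmpk and Six5 carry the interval from 19083849 to 19118606. The same interval is given to a further locus that is listed under both names. This locus was at 350.1 ± 21.1 FPKM in control and 38.8 ± 0.940 FPKM in Snf5 CKO (log2 fold change -3.14, standard error 0.17, adjusted p = 0.00011). The separate entries were low, with 0.654 ± 0.148 FPKM for Dmpk and 0.507 ± 0.0499 FPKM for Six5 in control. The separate Six5 entry was higher in Snf5 CKO (log2 fold change 1.295, adjusted p = 0.0012 from limma), opposite to the locus with both names. The table gives no strand, and the shared interval cannot tell this locus from the separate entries. Its assignment to Meiosin is thus an inference, from an interval that takes in Gm4969 and from the low values of the separate entries.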

Despite normal expression of *Zglp1*, *Stra8*, and *Dazl*, a number of the genes involved in synapsis formation, homologous recombination, and DNA repair were expressed at lower levels in the E15.5 *Snf5* CKO germ cells, with the exception of *Rad51*, which encodes a somatic cell-type recombinase (Fig. 3F).

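Of the 15 genes of Fig. 3F, 14 were lower in Snf5 CKO females with an adjusted p under 0.05 over all genes and a log2 fold change of -1 or less. Adjusted over the list alone, the count was also 14, which is again not taken as independent evidence, since the figure shows these samples. The median log2 fold change of the list was -2.08 (adjusted p = 2.2e-06 from camera). As the figures show these samples, the camera p of the figure lists is not independent evidence either. The camera calls for this list and for those of Figs. S3H, 3G, S3I and S3J held under fry, limma's rotation test. That test does not set a list against the other genes, so it is no check of camera's comparison with them. None of these calls held when camera estimated the correlation between genes from the 4 libraries, where this list had an adjusted p of 0.066. Prdm9, which encodes a methyltransferase that marks recombination sites, fell most, from 188 ± 49.5 to 10.7 ± 1.03 FPKM (SD, n = 2 each; log2 fold change -3.99, standard error 0.22, adjusted p = 0.00011). Spo11, which encodes the enzyme that makes meiotic double-stranded breaks, was at 129 ± 15.7 FPKM in control and 9.53 ± 1.82 FPKM in Snf5 CKO (log2 fold change -3.63, standard error 0.20, adjusted p = 0.00011). Among genes of the synaptonemal complex, Sycp1 was at 615 ± 87.3 FPKM in control and 99.3 ± 1.33 FPKM in Snf5 CKO (log2 fold change -2.61, standard error 0.21, adjusted p = 0.00017). The log2 fold change was -1.49 for Syce1, -1.41 for Syce2, -2.47 for Smc1b, -1.82 for Hormad1 and -1.95 for Hormad2, with adjusted p between 0.00022 and 0.0045.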

GO terms related to male germ cell differentiation, including “DNA methylation involved in gamete generation”, “spermatogenesis”, and “piRNA metabolic process”, were enriched among the genes whose transcript levels were lower in the *Snf5* CKO males (Fig. 3C). 

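In male germ cells, 2160 of the 12368 tested genes were lower in Snf5 CKO and 1772 were higher. The lower count moved most on the linear FPKM scale, to 216, and it was 370 without moderation of variances and 1353 among genes with a mean of at least 5 FPKM. The median log2 fold change of all genes was -0.07, and it moved by -0.17 when each library was rescaled to a common sum and by 0.14 with median-of-ratios rescaling. With the common sum, 35.0% of the changed genes were higher, and with median-of-ratios rescaling 54.1%, against 45.1% with the FPKM values as deposited. Of the genes in Fig. 3C, Nanos2 was at 66.6 ± 7.59 (SD, n = 2) FPKM in control and 9.74 ± 3.06 (SD, n = 2) FPKM in Snf5 CKO (log2 fold change -2.68, standard error 0.25, adjusted p = 0.0027 from limma). Spo11 was at 11.8 ± 0.0122 FPKM in control and 3.95 ± 0.347 FPKM in Snf5 CKO and Piwil1 at 14.4 ± 1.81 FPKM in control and 4.70 ± 0.399 FPKM in Snf5 CKO, with log2 fold changes of -1.38 and -1.43 and adjusted p of 0.0049 and 0.0054. Pcdha6 and Pcdha7 are part of a single clustered protocadherin locus in the table, on chromosome 18 from 36930285 to 37841872, which was at 49.3 ± 6.15 FPKM in control and 12.5 ± 1.71 FPKM in Snf5 CKO (log2 fold change -1.89, standard error 0.19, adjusted p = 0.0030), so these genes have no value of their own. Besides Dnmt3l and Piwil4, the largest falls were those of Nxf2, Rrad and Rhox10, with log2 fold changes of -5.20, -4.82 and -4.70.

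**Figure D3:**
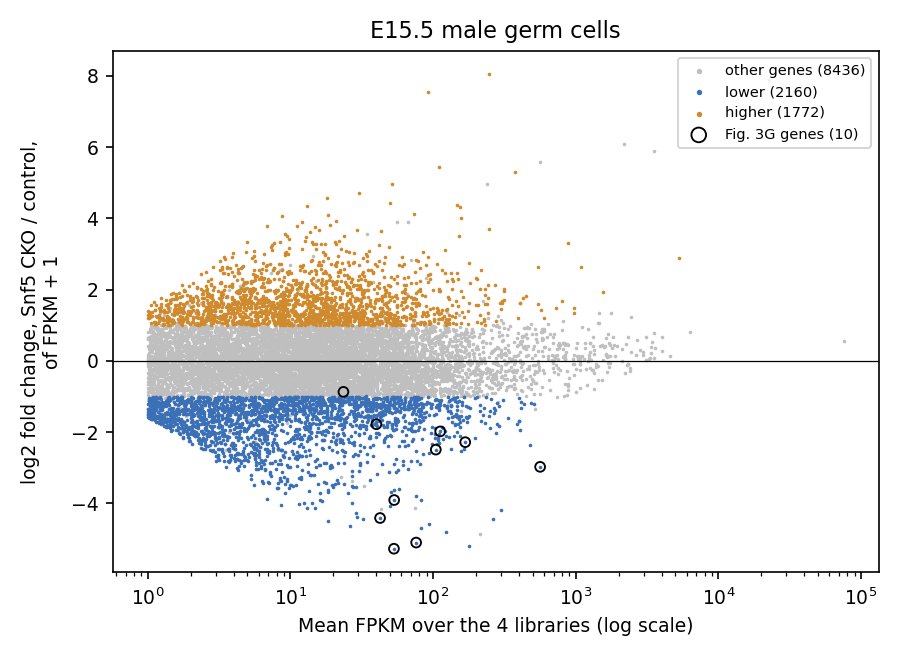
Log2 fold change (Snf5 CKO over control, of FPKM + 1) against the mean FPKM over the 4 libraries (log scale) for the 12368 genes tested in E15.5 male germ cells. Each point is a named locus, counted as a gene. In Snf5 CKO, 2160 were lower and 1772 higher, and the circled genes of Fig. 3G all lie below 0.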

Genome-wide de novo DNA methylation takes place in prospermatogonia. The genes involved in de novo DNA methylation and piRNA-mediated gene silencing were upregulated in the control germ cells from E13.5 to E15.5, but not in the *Snf5* CKO germ cells (Fig. 3G). On the other hand, GO terms such as “cell cycle”, “mitotic nuclear division”, and “G1/S transition of mitotic cell cycle” were enriched among the upregulated genes (Fig. S3G), and PCA of growth-related genes showed that the *Snf5* CKO cells grouped with the E9.5–E13.5 germ cell cluster (Fig. S3J). 

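At E15.5, all 10 genes of Fig. 3G were lower in Snf5 CKO males than in control with an adjusted p under 0.05 over all genes, and 9 of them had a log2 fold change of -1 or less. The number adjusted over the list alone was 10, not taken as independent evidence here either. The median log2 fold change was -2.73 (adjusted p = 1.9e-06 from camera). Piwil4 (Miwi2) was at 149 ± 24.5 (SD, n = 2) FPKM in control and 3.35 ± 0.257 (SD, n = 2) FPKM in Snf5 CKO (log2 fold change -5.10, standard error 0.19, adjusted p = 0.0022), and Piwil2 (Mili) was at 179.9 ± 60.1 FPKM in control and 44.6 ± 13.8 FPKM in Snf5 CKO (log2 fold change -1.98, standard error 0.34, adjusted p = 0.0093). Mael was at 998 ± 8.86 FPKM in control and 128 ± 28.7 FPKM in Snf5 CKO (log2 fold change -2.97, standard error 0.26, adjusted p = 0.0024). The genes of the Tudor domain family that bind PIWI proteins had log2 fold changes of -3.91 (Tdrd1), -2.28 (Tdrd5), -1.78 (Tdrd7) and -4.41 (Tdrd9), with adjusted p of at most 0.0057. Pld6, which encodes a nuclease of piRNA biogenesis, had the smallest change, from 30.7 ± 2.98 to 16.3 ± 1.10 FPKM (log2 fold change -0.87, standard error 0.17, adjusted p = 0.015). For Mrps18b, the gene that matches the internal control, the log2 fold change was -0.51 (adjusted p = 0.11), and with the replicate number as a block its adjusted p was 0.00096. The E13.5 germ cells of Fig. 3G come from a published dataset that was not analysed here.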

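Of the 27 growth-related genes of Fig. S3J, 20 were higher and 2 were lower in E15.5 Snf5 CKO male germ cells with an adjusted p under 0.05 over all genes. Adjusted over the list alone, 21 were higher and 2 lower, counts that are not taken as independent evidence, as for Fig. 3G. The median log2 fold change was 1.07 (adjusted p = 1.7e-06 from camera), and 16 genes had a log2 fold change of at least 1. Ccne1, which encodes a cyclin of the G1/S transition, was at 4.67 ± 0.121 (SD, n = 2) FPKM in control and 37.2 ± 2.68 (SD, n = 2) FPKM in Snf5 CKO (log2 fold change 2.75, standard error 0.17, adjusted p = 0.0022), and Ccna2 was at 37.8 ± 2.69 FPKM in control and 118 ± 2.34 FPKM in Snf5 CKO (log2 fold change 1.62, standard error 0.17, adjusted p = 0.0029). Trp53 was at 27.7 ± 0.928 FPKM in control and 187 ± 14.9 FPKM in Snf5 CKO (log2 fold change 2.71, standard error 0.17, adjusted p = 0.0022), and Cdkn1a, an inhibitor of the cell cycle, was at 6.61 ± 1.89 FPKM in control and 64.0 ± 17.6 FPKM in Snf5 CKO (log2 fold change 3.09, standard error 0.29, adjusted p = 0.0027). Among the Mcm genes of DNA replication, the log2 fold change lay between 0.74 (Mcm7) and 1.58 (Mcm2). Cdkn2b and Cdk6 were the lower genes, with log2 fold changes of -1.49 and -0.96. Cdkn1b and Cdkn1c were close to 0 (-0.02 and 0.01), and their direction changed with the rescaling of the libraries. With the replicate number as a block, Mcm6, Cdk4 and E2f1 also had an adjusted p under 0.05 (9.1e-05, 0.00063 and 0.0035). Among the other genes that Fig. S3G names, E2f2 had a log2 fold change of 1.303 (adjusted p = 0.0043). Sox9, which is also a marker of Sertoli cells, was at 2.75 ± 0.332 FPKM in control and 11.3 ± 0.169 FPKM in Snf5 CKO (log2 fold change 1.71, standard error 0.19, adjusted p = 0.0033), and all 9 tested genes of a list of Sertoli cell markers were higher, Sox9 included.

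**Figure D4:**
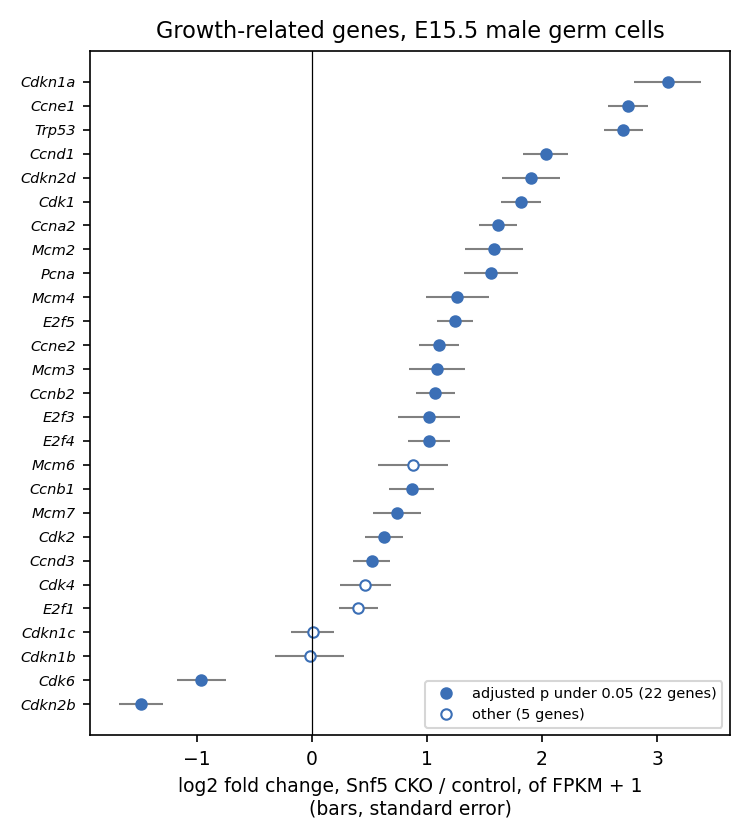
Log2 fold change (Snf5 CKO over control, of FPKM + 1) of the 27 growth-related genes of Fig. S3J in E15.5 male germ cells, sorted by size. Points are estimates from 2 libraries per group and bars are standard errors; filled points have an adjusted p under 0.05, and 20 of these lie above 0.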

The aberrant expression of genes related to cell cycle regulation may account for the impaired mitotic arrest in *Snf5* CKO males. Additionally, similar to female germ cells, genes involved in PGC differentiation were not downregulated in *Snf5* CKO male germ cells at E15.5 (Fig. S3I). Collectively, these findings demonstrate that *Snf5* is required for sex-dependent transcriptional reprogramming in both female and male fetal germlines.

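Of the 8 PGC genes of Fig. S3I, 5 were higher and 1 was lower in Snf5 CKO males with an adjusted p under 0.05 over all genes, and the counts were the same when adjusted over the list alone, which, as for Fig. S3H, is not taken as independent evidence. The median log2 fold change was 1.37 (adjusted p = 0.0039 from camera). Tfap2c was at 5.33 ± 0.193 (SD, n = 2) FPKM in control and 50.9 ± 5.85 (SD, n = 2) FPKM in Snf5 CKO (log2 fold change 3.03, standard error 0.18, adjusted p = 0.0022), and Nanog was at 12.7 ± 0.862 FPKM in control and 60.9 ± 0.670 FPKM in Snf5 CKO (log2 fold change 2.18, standard error 0.16, adjusted p = 0.0022). The log2 fold change was 1.81 for Prdm14, 1.53 for Prdm1 and 1.21 for Sox2. Dppa3 and Pou5f1 were abundant in both groups: Dppa3 was at 1889.7 ± 192 FPKM in control and 2628 ± 497 FPKM in Snf5 CKO (log2 fold change 0.47, standard error 0.42, adjusted p = 0.40), and Pou5f1 was at 418 ± 26.1 FPKM in control and 634 ± 19.4 FPKM in Snf5 CKO (log2 fold change 0.60, standard error 0.24, adjusted p = 0.094). With the replicate number as a block, their adjusted p was 0.0017 and 0.00026, and that of Pou5f1 was 0.041 when the variances were moderated without a trend. Utf1 was at 607 ± 141 FPKM in control and 263 ± 52.0 FPKM in Snf5 CKO (log2 fold change -1.20, standard error 0.29, adjusted p = 0.025).

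**Figure D5:**
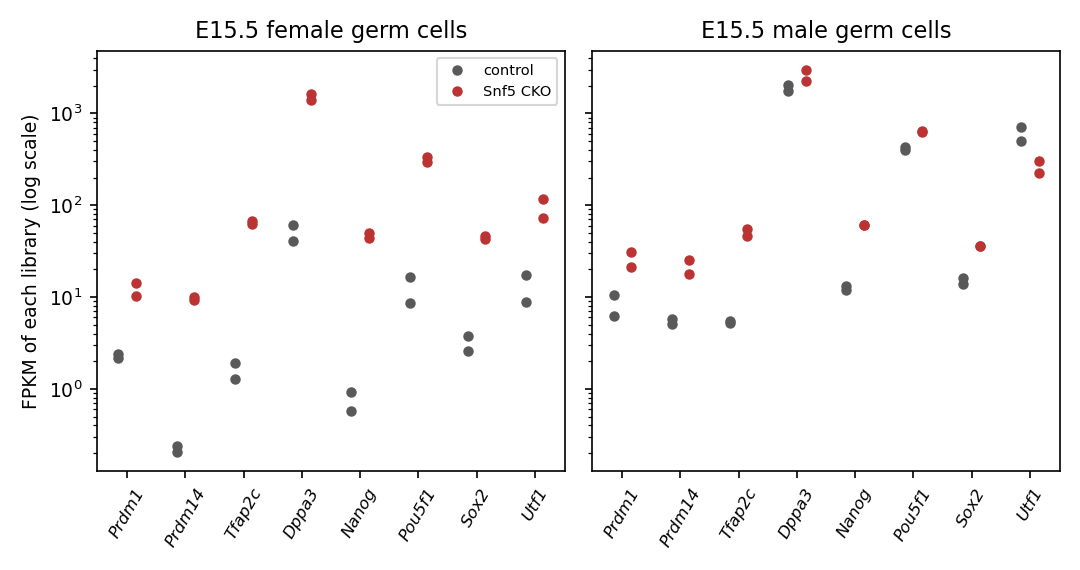
FPKM (log scale) of the 8 PGC genes of Figs. S3H and S3I in each library of E15.5 female (left) and male (right) germ cells. Points are libraries, 2 per group; both Snf5 CKO libraries lie above both control libraries for every gene in females and for every gene but Utf1 in males.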

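The sexes shared 10322 tested genes, over which the log2 fold changes of females and males had a Pearson's r of 0.397 and a Spearman's rho of 0.357, across genes, which are not independent replicates. In both sexes, 556 genes were lower, where independent calls would give 291, and 675 were higher, where they would give 263. Another 94 genes were lower in females and higher in males, and 115 were higher in females and lower in males. A difference between the sexes was not tested, because the tables were normalized separately. From the genes that were lower and higher in each sex, and from the place of the Snf5 CKO samples among the published stages, the paper concludes that fetal germ cells of both sexes need Snf5 for their transcriptional reprogramming.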

### Impaired meiotic progression of *Snf5* CKO female germ cells

Our results demonstrated that initiation of meiotic prophase was impaired in *Snf5* CKO females, presumably due to the lower expression of meiosis-related genes. On the other hand, histological analyses showed a gradual increase in SYCP3-positive germ cells until E19.5 in the *Snf5* CKO females (Fig. 1C,E). Next, we evaluated the meiotic stages using immunohistochemistry of the chromatin spreads in the E19.5 germ cells using antibodies against SYCP3 and SYCP1, which are components of the axial and central elements of synaptonemal complexes, respectively (Fig. 4A,C). We observed only pachytene and diplotene germ cells in the control females at E19.5. In contrast, in the *Snf5* CKO females, we observed not only pachytene and diplotene cells but also leptotene and zygotene germ cells. In addition, the immunohistochemical signals for SYCP3 and SYCP1 were much weaker in the pachynema and diplonema of the *Snf5* CKO females compared with the control females (Fig. 4A). Furthermore, pachytene-like cells harboring unsynapsed chromosomes were detected in *Snf5* CKO females (Fig. 4A,C).

**Figure 4:**
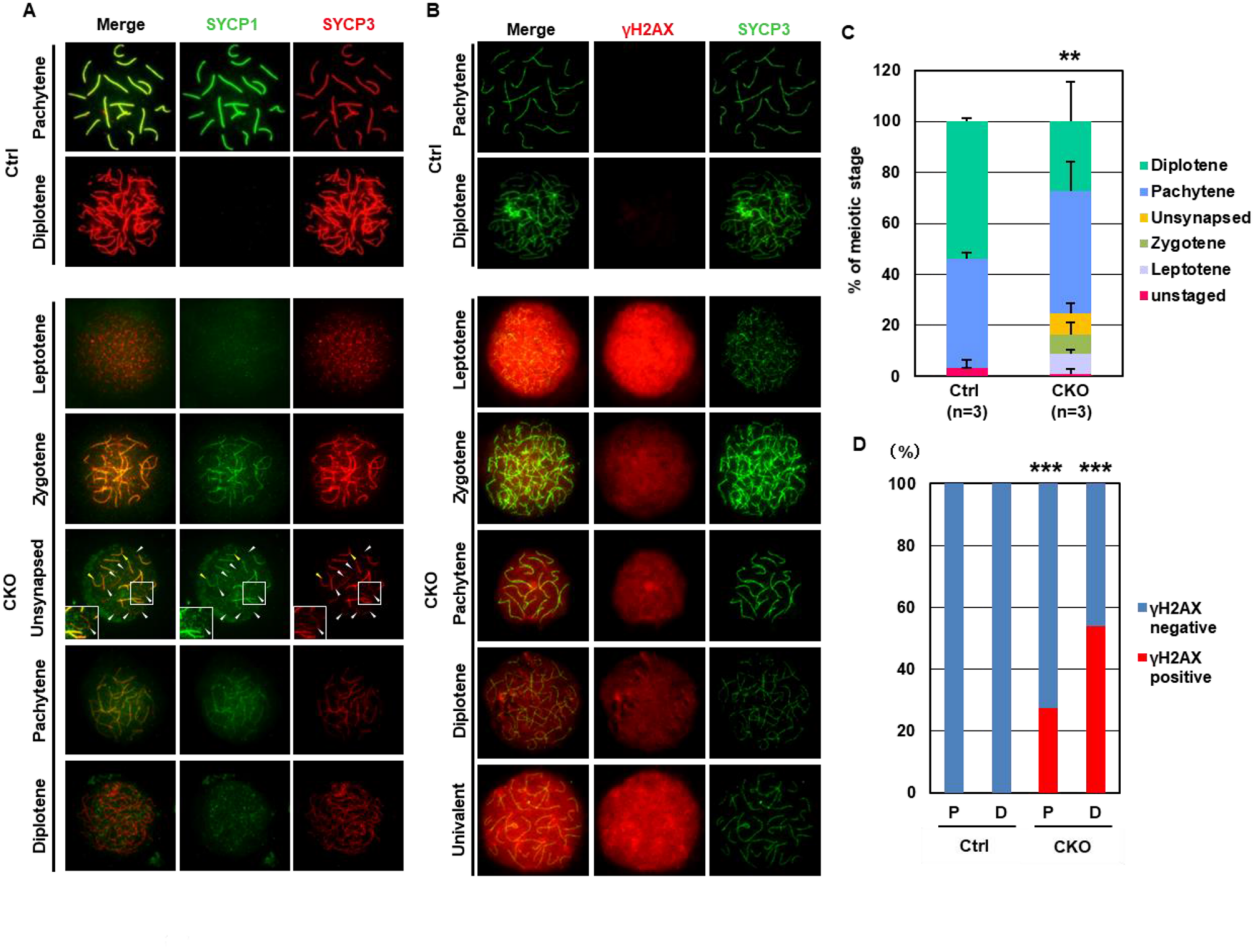
Impaired meiotic progression of *Snf5* CKO female germ cells. (**A**,**B**) The chromosome spreads in E19.5 ovaries immunostained with antibodies against SYCP1 and SYCP3 (**A**), or with antibodies against γH2AX and SYCP3 (**B**). The inserts show higher-magnification views. Yellow and white arrowheads indicate synapsed and unsynapsed chromosomes, respectively. (**C**) Distribution of each stage of meiotic prophase. The distribution was significantly different between the control and *Snf5* CKO females (**P < 0.01, *χ*^2^ test). The mean ± standard deviation is shown. Approximately 30 cells were analyzed for each mouse. (**D**) The percentages of γH2AX-positive pachynema (P) and diplonema (D). The percentages were significantly higher in both the pachynema and diplonema of the *Snf5* CKO females (***P < 0.001, *χ*^2^ test). The number of cells analyzed are as follows: pachynema and diplonema in the control mice, 34 cells from three females and 55 cells from three females; pachynema and diplonema in the *Snf5* CKO mice, 29 cells from three females and 39 cells from three females.

Genome-wide introduction of double-stranded breaks (DSBs) is a prerequisite for the initiation of meiotic recombination, which is followed by synapsis formation, homologous recombination between homologous chromosomes, and subsequent chiasma formation. GO analysis revealed that genes related to “DNA repair” were enriched among the genes whose expression levels were lower in *Snf5* CKO females (Fig. 3B). 

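Dmc1, which encodes the meiotic recombinase, was at 199 ± 5.19 (SD, n = 2) FPKM in control and 33.5 ± 2.70 (SD, n = 2) FPKM in Snf5 CKO (log2 fold change -2.53, standard error 0.17, adjusted p = 0.00011 from limma). Mre11a, whose product processes the ends of double-stranded breaks, was at 69.7 ± 11.9 FPKM in control and 27.5 ± 4.32 FPKM in Snf5 CKO (log2 fold change -1.31, standard error 0.20, adjusted p = 0.0017), and Brca2 was at 55.2 ± 12.1 FPKM in control and 15.8 ± 3.57 FPKM in Snf5 CKO (log2 fold change -1.74, standard error 0.23, adjusted p = 0.00095). The damage-response kinase gene Atm was at 37.3 ± 3.93 FPKM in control and 8.08 ± 1.43 FPKM in Snf5 CKO (log2 fold change -2.08, standard error 0.19, adjusted p = 0.00026). Atr has 2 loci in the table, of which the more abundant, on chromosome 9 from 95855418 to 96057792, was at 287 ± 43.2 FPKM in control and 31.1 ± 2.71 FPKM in Snf5 CKO (log2 fold change -3.16, standard error 0.19, adjusted p = 0.00011). Each of these differences was larger than the spread between replicates.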

We, therefore, examined the chromosome spreads in the E19.5 germ cells using an antibody against γH2AX, a marker of DSBs. In the control mice, no γH2AX-positive germ cells were detected, and this was because all oocytes entered the pachytene and diplotene stages at E19.5. However, approximately 30% of pachynema and 50% of diplonema were γH2AX-positive in the *Snf5* CKO females (Fig. 4B,D). In addition to asynapsis in pachynema (Fig. 4A,C), diplonema carrying univalent chromosomes were detected in the *Snf5* KO females (Fig. 4B), suggesting that asynapsis in pachynema led to defective chiasma formation. These results collectively suggest that synapsis formation, DNA repair, and chiasma formation were compromised in the fetal germ cells of *Snf5* KO females.

### Impaired de novo DNA methylation in *Snf5* CKO male germ cells

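At E15.5, Dnmt3l, on chromosome 10 from 78030022 to 78063622 of mm10, was at 105 ± 4.39 (SD, n = 2) FPKM in control and 1.74 ± 0.290 (SD, n = 2) FPKM in Snf5 CKO in male germ cells, which is 98.3% lower (log2 fold change -5.27, standard error 0.18, adjusted p = 0.0022 from limma), and this was the largest fall in the male table among the genes past both thresholds with the libraries of the groups apart. Dnmt3a, on chromosome 12 from 3806552 to 3914443, was at 178 ± 17.8 FPKM in control and 31.0 ± 5.92 FPKM in Snf5 CKO, which is 82.6% lower (log2 fold change -2.49, standard error 0.21, adjusted p = 0.0023). Both falls were larger than the spread between replicates, and with each library left out in turn the log2 fold change lay between -5.38 and -5.16 for Dnmt3l and between -2.68 and -2.30 for Dnmt3a.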

RNA-seq and GO analyses revealed the lower expression of genes related to de novo DNA methylation in *Snf5* CKO males (Fig. 3C,G). In addition to mitotic arrest, de novo DNA methylation is a hallmark of fetal male germ cell differentiation. Therefore, we sought to clarify the protein expression of de novo DNA methyltransferases, DNMT3A and DNMT3L, and the central players involved in piRNA-mediated gene silencing, PIWIL2 (MILI), PIWIL4 (MIWI2), and MAEL in the testes of *Snf5* CKO males at E17.5. Consistent with the gene expression analyses, immunohistochemistry revealed that germ cells expressing DNMT3L, DNMT3A, MILI, MIWI2, and MAEL were significantly reduced in *Snf5* CKO males (Fig. 5A, Fig. S4A,B). Strong nuclear staining of MIWI2 was observed in the prospermatogonia of the control mice. However, in the *Snf5* CKO males, only approximately 20% of the germ cells expressed MIWI2, which was absent from the nuclei and localized in the cytoplasm in 40% of these MIWI2-positive cells (Fig. 5A). It is likely that the components involved in piRNA biogenesis may be expressed at lower levels in MIWI2-expressing cells (Fig. 3G) because piRNA biogenesis is required for the nuclear localization of MIWI2^35–37^. Moreover, the number of MVH-stained granules were reduced in the *Snf5* CKO mice, as observed in the *Mili* KO mice (Fig. S4C)^35^.

**Figure 5:**
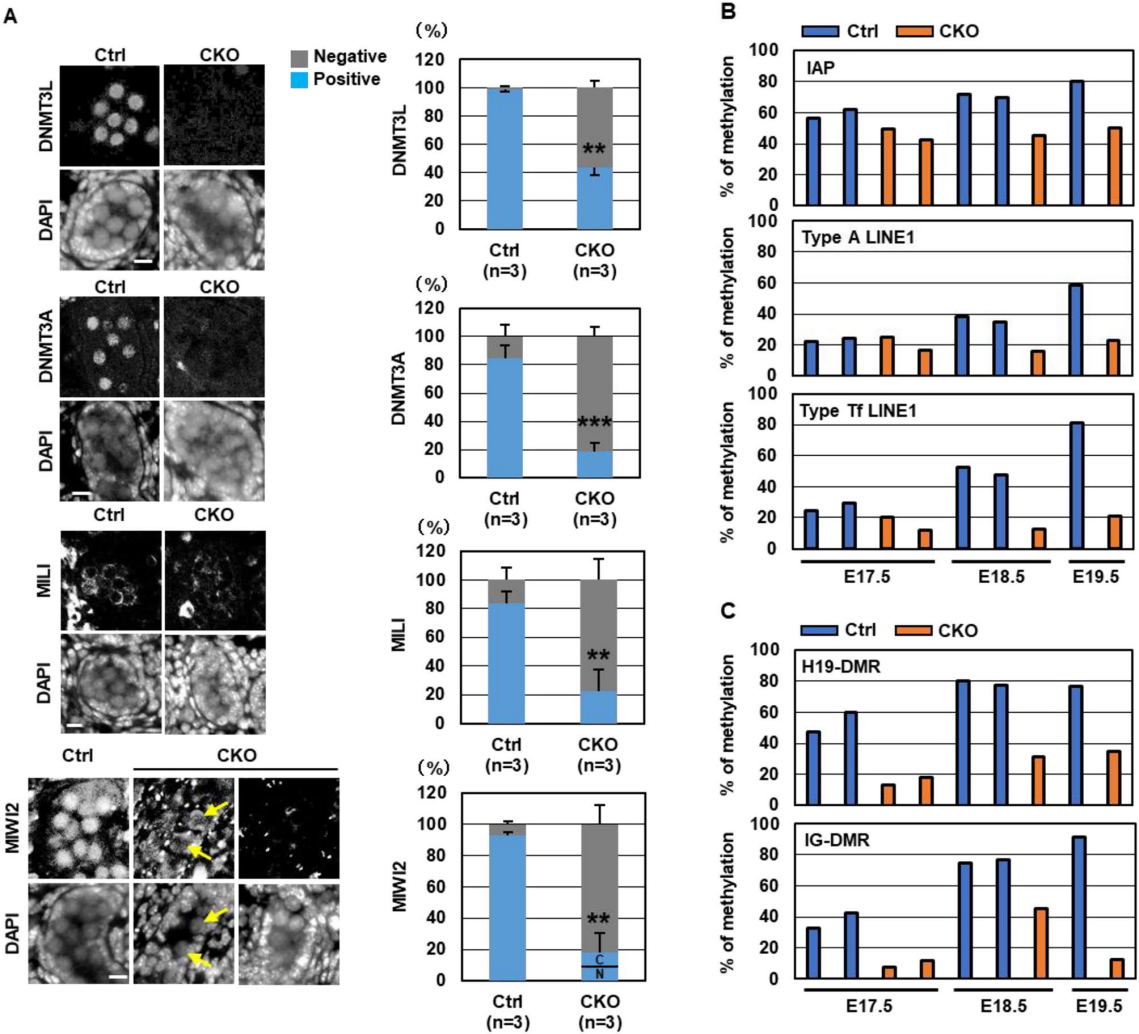
Impaired de novo DNA methylation in *Snf5* CKO male germ cells. (**A**) Immunohistochemistry of the E17.5 testes using antibodies against DNMT3L, DNMT3A, MILI, and MIWI2. Three mice were analyzed for each genotype, and the mean ± standard deviation is shown. The nuclei were counterstained with DAPI. The percentages of germ cells expressing these proteins were significantly lower in the *Snf5* CKO males (**P < 0.01, ***P < 0.001, Student’s *t*-test). Note that MIWI2 was absent from the nuclei and localized in the cytoplasm in some germ cells of the *Snf5* CKO males (yellow arrows). *C* cytoplasmic localization; *N* nuclear localization. Bar: 10 µm. (**B**,**C**) The DNA methylation status of retrotransposons and imprinted genes in male germ cells. The DNA methylation levels of IAP, LINE-1 (type A, type Tf) (**B**), and H19-DMR and IG-DMR (**C**) were examined by BS-Seq analyses using the purified germ cells at E17.5–E19.5.

To investigate the impacts of the lower expression of these genes, we focused on the DNA methylation status in retrotransposons such as IAP, type A LINE1, and type Tf LINE1, as well as differentially methylated regions (DMRs) of the paternally imprinted genes, namely, H19-DMR and IG-DMR. Bisulfite sequencing (BS-Seq) analyses revealed that the percentage of methylation of these retrotransposons and imprinted genes gradually increased in the control germ cells from E17.5 to E19.5 (Fig. 5B,C, and Fig. S5). However, all of these regions were hypomethylated in *Snf5* CKO male germ cells, indicating that *Snf5* is involved in de novo DNA methylation in prospermatogonia via upregulation of de novo DNA methylation-related genes.

### Oogenesis and spermatogenesis in adult *Snf5* CKO mice

Finally, we examined the fertility of adult *Snf5* CKO female (*Snf5*^*fx/Δ*^ + *TNAP-Cre*) by crossing to wild-type males. Four out of nine *Snf5* CKO females were infertile whereas the remaining five females gave birth to pups; the number of pups in the fertile *Snf5* CKO females was significantly lower than that in control mice (7.8 ± 1.1 (Control) vs 4.9 ± 2.0 (CKO), respectively, *P* < 0.001 by Student’s *t*-test; Table S1A). Genotyping of the pups revealed that about half of the pups (13 out of 28 pups) inherited *Snf5*^*fx*^ allele from the *Snf5* CKO females, indicating that the mature oocytes were derived from the germ cells in which Cre-mediated recombination had not occurred during PGC differentiation. Macroscopic inspection revealed atrophic ovaries in the *Snf5* CKO females (Fig. 6A,B). Histological analyses showed that the number of all the stages of follicles, especially primordial follicles, was dramatically lower in both sterile and fertile *Snf5* CKO females (Fig. 6C,D).

**Figure 6:**
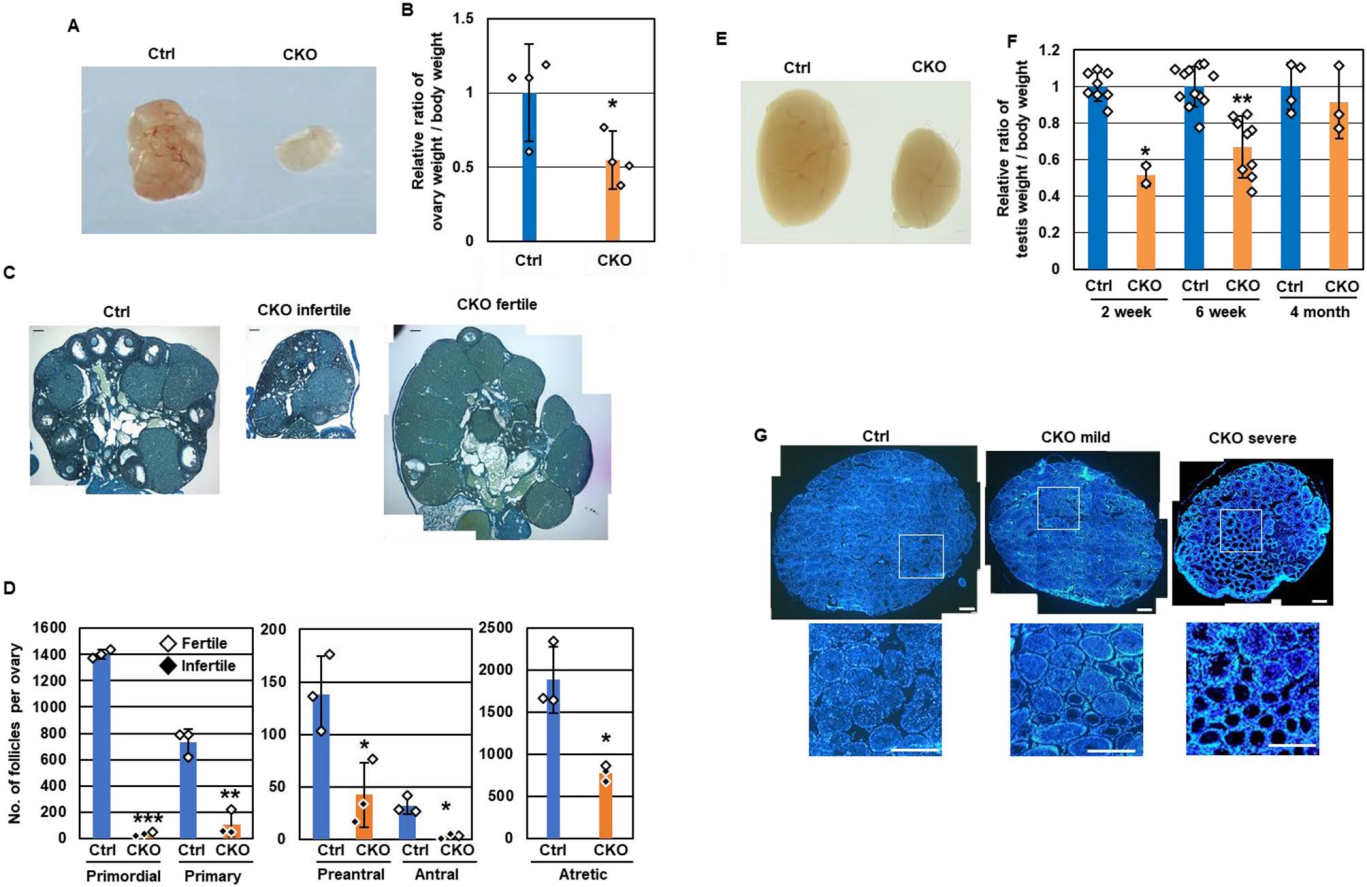
The ovaries and testes of adult *Snf5* CKO mice. (**A**) Representative photos of the ovaries of 6-week-old *Snf5* CKO mice. (**B**) Ratios of ovary weight per body weight in 6-week-old mice. The ratios were significantly lower in female *Snf5* CKO mice (*P < 0.05, Student’s *t*-test). The values from individual mice and the mean ± standard deviation are shown. (**C**) Histology of the ovaries from 4-month-old, infertile and fertile *Snf5* CKO females. The sections were stained with hematoxylin and picric methyl blue. Bars: 100 µm. (**D**) The number of follicles per ovary. The number of all the stages of follicles was significantly lower in the *Snf5* CKO females (*P < 0.05, **P < 0.005, ***P < 0.00005, Student’s *t*-test). The values from individual mice and the mean ± standard deviation are shown. Open and closed diamonds represent fertile and infertile mice, respectively. (**E**) Representative photos of the testes of 6-week-old *Snf5* CKO mice. (**F**) Ratios of testis weight per body weight in 2-week-old, 6-week-old and 4-month-old mice. The ratios were significantly lower in male *Snf5* CKO mice (*P < 5.0 × 10^−5^, **P < 0.0005, Student’s *t*-test). The values from individual mice and the mean ± standard deviation are shown. (**G**) Histology of the testes of 6-week-old, *Snf5* CKO males showing severe and mild phenotypes. Nuclei are counterstained with DAPI. Lower photos represent the higher magnification views of the enclosed areas. Bars: 300 µm.

In contrast, all the *Snf5* CKO males were fertile and sired normal number of offspring (Table S1B). About half of the pups (7 out of 16 pups) inherited *Snf5*^*fx*^ allele whereas the remaining half (9 out of 16pups) inherited *Snf5*^*Δ*^ allele from the *Snf5* CKO males, suggesting that sperm were produced from the germ cells where the recombination had not taken place. Indeed, a majority of germ cells in the tubules containing the elongated spermatid were positive for SNF5 in the *Snf5* CKO mice (Fig. S6A). In the *Snf5* CKO males, the size of the testes was significantly smaller at 2-week and 6-week-old after birth, but became comparable to that of control mice at 4-month-old (Fig. 6E,F). Although we observed a number of germ cell-less seminiferous tubules in severe cases of 6-week-old mutants, the elongating spermatids were consistently detected in all the mutants (Fig. 6G). Because spermatogenesis are arrested at meiotic prophase in the *Brg1* CKO males^28,29^, the *Snf5*-deficient male germ cells presumably also could not differentiate beyond pachytene stage. Consistently, the number of TUNEL-positive cells significantly increased in the 6-week-old *Snf5* CKO mice (Fig. S6B,C). Taken together, these results suggest that the male germ cells retaining *Snf5*^*fx*^ allele undergo spermatogenesis to produce the sperm in the *Snf5* CKO males after birth.

## Discussion

In this study, we demonstrated that loss of *Snf5* in PGCs caused aberrant transition from sexually undifferentiated PGCs to female or male germ cells. In *Snf5* CKO females, both initiation and progression of meiosis were impaired. In *Snf5* CKO males, entry to mitotic arrest was delayed, and de novo DNA methylation was not acquired in retrotransposons or paternally imprinted genes. The developmental abnormalities were caused by failure not only to downregulate the PGC genes but also to upregulate female- or male-specific germline genes, indicating that the SWI/SNF complex is a prerequisite for sex-dependent transcriptional reprogramming in both sexes.

The phenotypic variations were observed in the individual *Snf5* CKO mice. For example, about half of the *Snf5* CKO females were sterile whereas the other half were fertile (Fig. 6C). Histological analyses of testes of the 6-week-old *Snf5* CKO males also showed variable spermatogenesis progression among seminiferous tubules and among individuals (Fig. 6G). Additionally, some germ cells underwent apoptosis during fetal stages but others did after birth in the *Snf5* CKO males (Fig. S2, S6). This is probably due to the variations in the efficiency and the timing of Cre-mediated recombination in the individual *TNAP-Cre* mice^31^. Actually, we also observed the variable number of SNF5-positive germ cells in the individual *Snf5* CKO mice (Fig. S1D,E).

Several studies have shown the critical roles of SWI/SNF complex in germline development. Maternal deletion of *Brg1* causes developmental arrest at 2-cell stage, which is accompanied by reduction of zygotic genome activation^27^. The deletions of *Brg1* in adult testes leads to arrest of spermatogenesis at prophase of meiosis I^28,29^. The spermatocytes of the *Brg1* CKO mice show asynapsis, accumulation of unrepaired DSBs and subsequent apoptosis. Similar meiotic defects were observed in the fetal oocytes of the *Snf5* CKO females (Fig. 4, S2A,B). Analyses of transcriptome of the *Brg1* CKO spermatogenic cells show the defective induction of meiosis-related genes^38^, indicating that SWI/SNF complex is required for activation of meiosis-related transcriptional programs in both sexes. Intriguingly, it has been reported that BRG1 associates with SCML, a testis-specific PRC1 component, and represses pre-meiotic and somatic genes, further promoting meiotic progression^38^. As the genes involved in PGC differentiation were not fully downregulated in *Snf5* CKO female and male germ cells at E15.5 (Fig. S3H,I). it would be interesting to examine whether SWI/SNF complex is involved in the repression of the PGC differentiation-genes in the future study.

Two transcriptional regulators, ZGLP1 and the STRA8–MEIOSIN complex, bind directly to the promoters and enhancers of a large number of meiosis-related genes to activate transcription^6,8,9,11^. *Meiosin*, but not *Zglp1* or *Stra8*, was downregulated in *Snf5* CKO female germ cells. It is likely that downregulation of the STRA8–MEIOSIN complex contributes to defective activation of meiosis-related genes. Consistently, 73% of the downregulated genes in *Stra8*-deficient oocytes were also downregulated in *Snf5* CKO cells (Fig. S7A,B). On the other hand, despite normal upregulation of *Zglp1*, the ZGLP1 target genes were also downregulated in *Snf5* CKO germ cells (Fig. S7B). As remodelers are targeted to promoters and enhancers cooperatively by sequence-specific transcription factors^19,20^, the SWI/SNF complex may be recruited by ZGLP1 and the STRA8–MEIOSIN complex to activate meiosis-related genes.

The SWI/SNF complex evicts PRCs from chromatin harboring H3K27me3 marks to activate gene expression^21–23^. It has been reported that PRC1 represses meiosis-related genes in female PGCs before entering meiosis^12^. A previous study showed that H3K27me3 and the bivalent histone modifications were enriched in the promoters of 44% and 14% of meiosis-related genes, respectively, in PGC-like cells before sex differentiation (Fig. S7C)^11^. Although ZGLP1 target genes were enriched among genes with H3K27me3 marks^11^, the downregulated genes in *Snf5* CKO germ cells included genes with H3K4me3 marks as well as genes with H3K27me3 marks (Fig. S7C)^39^. However, since 81% of the ZGPL1 target genes were downregulated in *Snf5* CKO cells (Fig. S7B), it is possible that the SWI/SNF complex may replace PRCs to activate genes with H3K27me3 marks in the germ cells initiating female differentiation.

In contrast to females, the transcriptional mechanisms that initiate and drive male germ cell differentiation remain unclear. We consider that similar to female germ cells, the SWI/SNF complex may activate male-specific germline genes cooperatively with specific transcription factors. Further studies will be required to reveal the mechanisms by which the SWI/SNF complex reprograms the transcriptome for the initiation of sex-dependent germ cell differentiation. Finally, our studies show that the SWI/SNF chromatin remodeling complex involves sex-specific differentiation in both female and male germ cells.

## Methods

### Mice

Mice were housed in a specific pathogen-free, temperature-controlled facility with a 12-h light/dark cycle in individual ventilated cages. Animals were provided food and water ad libitum. All animal care and experimental procedures were performed in accordance with the Guidelines of Animal Experiments of Kitasato University and were approved by the Institutional Animal Care and Use Committee of Kitasato University (Approval number: SAS2004). The floxed *Snf5* mice, *TNAP-Cre* mice, and *Oct4-EGFP* mice were described previously^30–32^. We used the mice with mixed genetic background (C57BL/6, 129/Sv, and ICR). The mouse genotypes were determined as summarized in Table S2. The study was carried out in compliance with the ARRIVE guidelines.

### Immunohistochemistry

To prepare frozen sections, dissected gonads with mesonephros were fixed with 4% paraformaldehyde in phosphate buffered saline (PBS) for 3 h to overnight. The fixed gonad material was washed two times in PBS at 4 °C for at least 1 h and then saturated in a sucrose series: 10% (1 h) followed by 20% (overnight) at 4 °C. The gonads were then embedded in OCT compound (Sakura, Tokyo, Japan), frozen in liquid nitrogen and cut at 7 μm thickness. Antigen retrieval was performed for all antibodies; the slides were autoclaved for 20 min at 120 °C or microwaved for 15 min in citrate buffer (10 mM citric acid, pH 6.0). After 30 min, the slides were washed three times in PBS for 3 min. The sections were permeabilized with 0.1% Triton X-100 in PBS for 6 min and washed three times in PBS for 1 min. The sections were blocked for 1 h at 4 °C in PBS containing 10% Blocking One (Nacalai, Kyoto, Japan) and then incubated with primary antibodies in blocking solution overnight at 4 °C. The slides were washed three times for 1 min in PBS. The sections were then incubated with secondary antibodies for 2 h at room temperature. The slides were washed four times for 1 min in PBS and one time in distilled water. The sections were mounted using 10% DABCO and 50% glycerol in PBS. Immunofluorescence was observed using a BX51 fluorescence microscope (Olympus, Tokyo, Japan), and photographs were taken using a DP73 digital CCD camera (Olympus). Adobe Photoshop Elements 4.0 (Adobe, San Jose, CA, USA) was used for image editing. The number of germ cells was counted in the photos. The antibodies used are listed in Table S3. The nuclei were counterstained with 1 µg/ml 4',6-diamidino-2-phenylindole (DAPI) or 5 μg/ml Hoechst 33,342. For SNF5 staining, TBST (0.05 mol/L Tris–HCl, 0.15 mol/L NaCl, 0.05% Tween20) was used for wash buffer. For frozen sections (fetal ovaries and testes), antigen retrieval was done by microwave 15 min in citrate buffer (10 mM citric acid, pH 6.0). For paraffin sections (adult testes), antigen retrieval was done by autoclaved for 20 min at 120 °C in EDTA buffer (1 mM EDTA, 0.05% Tween 20, pH 8.0). The sections were blocked for 1 h at 4 °C in 0.05 mol/L Tris–HCl buffer with 1% BSA and then incubated with primary antibodies in blocking solution 1 h at room temperature^40–42^. The signal of SNF5 was detected with anti-mouse Envision + kit (DAKO, Carpinteria, CA) and developed by using a diaminobenzidine chromogen (Nacalai).

### Quantification of fetal germ cells

The number of PGCs at E12.5 and E13.5 were determined by counting the SSEA-1-positive cells by flow cytometry. The number of germ cells at E15.5–E19.5 was determined as follows. The sections were stained with anti-MVH antibody as described above. First, the sections with maximum number of germ cells were selected and then the adjacent sections were collected ever other section to avoid counting the same cells. The number of germ cells with clear nuclei were counted in more than 3 sections per mouse and the average numbers are shown.

### Follicle count

Ovaries were fixed (0.34 N glacial acetic acid, 10% formalin, 28% ethanol), paraffin embedded, serially sectioned (8 μm), and stained with hematoxylin and picric methyl blue. Classification and counting of follicles were carried out as described previously^43,44^. Briefly, the number of primordial, primary and atretic follicles in every fifth section was determined. Total number of follicles per ovary was estimated by multiplying the cumulative counts by a correction factor of five. The number of secondary and antral follicles was estimated by exact counts determined from whole sections of ovary.

### Chromatin spread analysis

The chromatin spreads were prepared using the E19.5 ovaries as described previously, except we used Drywell (Fujifilm, Tokyo, Japan) instead of Photoflo^45^. Immunohistochemistry and image editing were performed as described above. The antibodies used in the chromatin spread are listed in Table S4. The nuclei were counterstained with 1 μg/ml DAPI.

### Fluorescence-activated cell sorting analysis (FACS)

Dissected gonads without mesonephros were treated in 0.01% Trypsin/EDTA in PBS for 10 min at 37 °C. The single cell suspension was fixed with 4% paraformaldehyde in PBS for 15 min at room temperature. washed in PBS for one time and incubated on ice in mixed solution containing primary (SSEA1) and secondary antibodies in 10% blocking one in PBS for 30 min. The cells were washed two times in PBS and replaced 1% FCS in PBS. FACS were done by using Gallios (Beckman Coulter, Brea, CA, USA). The results were analyzed using Kaluza v1.5 or v2.0 (Beckman Coulter, Brea, CA, USA).

### Isolation of germ cells expressing the Oct4-EGFP transgene by FACS

Germ cells expressing *Oct4-EGFP* (EGFP under the control of the *Oct4* promoter) were isolated from ovaries and testes using Moflo XDP (Beckman Coulter, Brea, CA, USA). The number and purity of the germ cells are summarized in Table S4.

### RNA-Seq analysis

RNA was isolated using the RNeasy Micro Kit (Qiagen, Venlo, Netherlands). RNA-Seq samples were prepared in biological duplicates (Table S5). The cDNA was synthesized from 10 ng total RNA and was amplified using the SMART-Seq v4 Ultra Low Input RNA Kit for Sequencing (Clontech, Palo Alto, CA, USA). RNA-seq libraries were prepared from the amplified cDNA (150 pg for each sample) using the Nextera XT Kit (Illumina, San Diego, CA, USA). Paired-end 75 or 100 bp sequencing was conducted on the HiSeq 2500 using the HiSeq SBS Kit v4 – HS, or on the NextSeq 500 platform using the NextSeq 500/550 High Output Kit v2.5 (Illumina, San Diego, CA, USA). The obtained sequence data were converted to FASTQ files using bcl2fastq conversion software (Illumina, San Diego, CA, USA).

Published sequence datasets were downloaded using the SRA-Toolkit (NIH). RNA-seq data were analyzed using Tophat v2.1.1 (https://ccb.jhu.edu/software/tophat/index.shtml), Cufflinks v2.2.1 (http://cole-trapnell-lab.github.io/cufflinks/). We downloaded UCSC mm10 as a reference genome. Heatmaps and PCA were conducted using R (version 3.4.2)^46^ and the R packages pheatmap and prcomp. GO analysis was performed using DAVID (https://david.ncifcrf.gov/summary.jsp). We constructed an automated analysis system from the downloaded SRA file to calculation of FPKM using Cufflinks. Details are available upon request. Our RNA-seq datasets are filed under accession number GSE154209. The RNA-seq analyses are filed under accession numbers GSE76973^5^, GSE94136^4^, and GSE124262^11^.

### BS-Seq analysis

The sorted cells were lysed using 2 mg/ml Proteinase K solution together with 500 ng salmon sperm DNA. The denatured DNA was incubated in bisulfite reaction buffer (4.25 M Na_2_S_2_O_5_, 0.117 M hydroquinone, 0.28 M NaOH, and 21% tetrahydrofurfuryl alcohol) at 50 °C for 4 h and with desulphonation buffer (0.2 M NaOH, 80% ethanol) at 37 °C for 15 min. After the addition of 500 ng salmon sperm DNA, the DNA was isolated using a Zymo-Spin IC column (Zymo Research, Irvine, CA, USA). The first and second rounds of polymerase chain reaction (PCR) were conducted using KOD Multi & Epi DNA polymerase (Toyobo, Osaka, Japan). The PCR conditions were as follows: in the first round, 2 min at 94 °C followed by 35 cycles of 10 s at 98 °C, 30 s at 50 °C, and 30 s at 68 °C, and a final 1 min at 68 °C; in the second round, 3 min at 95 °C followed by 8 cycles of 30 s at 95 °C, 30 s at 55 °C, and 30 s at 72 °C, and a final 5 min at 72 °C. The primer sequences used in the first PCR are listed in Table S6. The primers with barcodes provided by Illumina were used in the second PCR. The PCR products were purified using NucleoMag beads (Takara, Shiga, Japan) and sequenced using the MiSeq system (Illumina). The sequences were analyzed using QUMA-San, a modified version of QUMA (http://quma.cdb.riken.jp/top/quma_main_j.html). Details are available upon request.

## Supplementary Information

Supplementary Information.

## Data Availability

The accession number of RNA-Seq analysis is GSE154209. The datasets used and/or analyzed during the current study are available from supplementary information and the corresponding author on reasonable request.

## References

[1] Ginsburg M, Snow MHL, Mclaren A (1990). Primordial germ cells in the mouse embryo during gastrulation. Development.

[2] Lawson KA (1999). Bmp4 is required for the generation of primordial germ cells in the mouse embryo. Genes Dev..

[3] Spiller C, Koopman P, Bowles J (2017). Sex determination in the mammalian germline. Annu. Rev. Genet..

[4] Miyauchi H (2017). Bone morphogenetic protein and retinoic acid synergistically specify female germ-cell fate in mice. EMBO J..

[5] Hill PWS (2018). Epigenetic reprogramming enables the transition from primordial germ cell to gonocyte. Nature.

[6] Soh YQS (2015). A gene regulatory program for meiotic prophase in the fetal ovary. PLoS Genet..

[7] Lesch BJ, Page DC (2012). Genetics of germ cell development. Nat. Rev. Genet..

[8] Ishiguro K (2020). MEIOSIN directs the switch from mitosis to meiosis in mammalian germ cells. Dev. Cell.

[9] Kojima ML, De Rooij DG, Page DC (2019). Amplification of a broad transcriptional program by a common factor triggers the meiotic cell cycle in mice. Elife.

[10] Vernet N (2020). Meiosis occurs normally in the fetal ovary of mice lacking all retinoic acid receptors. Sci. Adv..

[11] Nagaoka SI (2020). ZGLP1 is a determinant for the oogenic fate in mice. Science.

[12] Yokobayashi S (2013). PRC1 coordinates timing of sexual differentiation of female primordial germ cells. Nature.

[13] Bowles J (2006). Retinoid signaling determines germ cell fate in mice. Science.

[14] Suzuki A, Saga Y (2008). Nanos2 suppresses meiosis and promotes male germ cell differentiation. Genes Dev..

[15] Suzuki A, Igarashi K, Aisaki KI, Kanno J, Saga Y (2010). NANOS2 interacts with the CCR4-NOT deadenylation complex and leads to suppression of specific RNAs. Proc. Natl. Acad. Sci. USA.

[16] Saba R, Kato Y, Saga Y (2014). NANOS2 promotes male germ cell development independent of meiosis suppression. Dev. Biol..

[17] Hata K, Okano M, Lei H, Li E (2002). Dnmt3L cooperates with the Dnmt3 family of de novo DNA methyltransferases to establish maternal imprints in mice. Development.

[18] Kato Y (2007). Role of the Dnmt3 family in de novo methylation of imprinted and repetitive sequences during male germ cell development in the mouse. Hum. Mol. Genet..

[19] Kassabov SR, Zhang B, Persinger J, Bartholomew B (2003). SWI/SNF unwraps, slides, and rewraps the nucleosome. Mol. Cell.

[20] Bracken AP, Brien GL, Verrijzer CP (2019). Dangerous liaisons: Interplay between SWI/SNF, NURD, and polycomb in chromatin regulation and cancer. Genes Dev..

[21] Schuettengruber B, Bourbon HM, Di Croce L, Cavalli G (2017). Genome regulation by polycomb and trithorax: 70 years and counting. Cell.

[22] Kadoch C (2017). Dynamics of BAF-polycomb complex opposition on heterochromatin in normal and oncogenic states. Nat. Genet..

[23] Nakayama RT (2017). SMARCB1 is required for widespread BAF complex-mediated activation of enhancers and bivalent promoters. Nat. Genet..

[24] Mittal P, Roberts CWM (2020). The SWI/SNF complex in cancer—biology, biomarkers and therapy. Nat. Rev. Clin. Oncol..

[25] Kim KH (2015). SWI/SNF-mutant cancers depend on catalytic and non-catalytic activity of EZH2. Nat. Med..

[26] Klochendler-Yeivin A (2000). The murine SNF5/INI1 chromatin remodeling factor is essential for embryonic development and tumor suppression. EMBO Rep..

[27] Bultman SJ (2006). Maternal BRG1 regulates zygotic genome activation in the mouse. Genes Dev..

[28] Kim Y, Fedoriw AM, Magnuson T (2012). An essential role for a mammalian SWI/SNF chromatin-remodeling complex during male meiosis. Development.

[29] Wang J, Gu H, Lin H, Chi T (2012). Essential roles of the chromatin remodeling factor Brg1 in spermatogenesis in mice. Biol. Reprod..

[30] Roberts CWM, Leroux MM, Fleming MD, Orkin SH (2002). Highly penetrant, rapid tumorigenesis through conditional inversion of the tumor suppressor gene Snf5. Cancer Cell.

[31] Lomelí H, Ramos-Mejía V, Gertsenstein M, Lobe CG, Nagy A (2000). Targeted insertion of Cre recombinase into the TNAP gene: excision in primordial germ cells. Genesis.

[32] Yoshimizu T (1999). Germline-specific expression of the Oct-4/green fluorescent protein (GFP) transgene in mice. Dev. Growth Differ..

[33] Lin Y, Gill ME, Koubova J, Page DC (2008). Germ cell-intrinsic and -extrinsic factors govern meiotic initiation in mouse embryos. Science.

[34] Gill ME, Hu YC, Lin Y, Page DC (2011). Licensing of gametogenesis, dependent on RNA binding protein DAZL, as a gateway to sexual differentiation of fetal germ cells. Proc. Natl. Acad. Sci. USA.

[35] Kuramochi-Miyagawa S (2010). MVH in piRNA processing and gene silencing of retrotransposons. Genes Dev..

[36] Yoshimura T (2018). Mouse GTSF 1 is an essential factor for secondary pi RNA biogenesis. EMBO Rep..

[37] Shiromoto Y (2019). GPAT2 is required for piRNA biogenesis, transposon silencing, and maintenance of spermatogonia in mice. Biol. Reprod..

[38] Menon, D. U., Shibata, Y., Mu, W. & Magnuson, T. Mammalian SWI/SNF collaborates with a polycomb-associated protein to regulate male germline transcription in the mouse. *Dev.***146**, (2019).10.1242/dev.174094PMC680338031043422

[39] Ohta H (2017). In vitro expansion of mouse primordial germ cell-like cells recapitulates an epigenetic blank slate. EMBO J..

[40] DelBove J (2009). Inactivation of SNF5 cooperates with p53 loss to accelerate tumor formation in Snf5+/−; p53 +/− mice. Mol. Carcinog..

[41] Kuwahara Y (2013). Establishment and characterization of MRT cell lines from genetically engineered mouse models and the influence of genetic background on their development. Int. J. Cancer.

[42] Ng JMY (2015). Generation of a mouse model of atypical Teratoid/ Rhabdoid tumor of the central nervous system through combined deletion of Snf5 and p53. Cancer Res..

[43] Myers M, Britt KL, Wreford NGM, Ebling FJP, Kerr JB (2004). Methods for quantifying follicular numbers within the mouse ovary. Reproduction.

[44] Johnson J, Canning J, Kaneko T, Pru JK, Tilly JL (2004). Germline stem cells and follicular renewal in the postnatal mammalian ovary. Nature.

[45] Peters AHFM, Plug AW, Van Vugt MJ, De Boer P (1997). A drying-down technique for the spreading of mammalian melocytes from the male and female germline. Chromosome Res..

[46] R Core Team. R: A language and environment for statistical computing. R Foundation for Statistical Computing, Vienna, Austria. URL https://www.R-project.org/ (2017).

# Supplementary material for: SWI/SNF chromatin remodeling complex is required for initiation of sex-dependent differentiation in mouse germline
**Source:** Sci Rep. 2021 Dec 15;11:24074. doi: 10.1038/s41598-021-03538-8
**Supplement:** Supplementary file 1 — Supplementary Information.

## SUPPLEMENTARY DATA

### SWI/SNF chromatin remodeling complex is required for initiation of sex-dependent differentiation in mouse germline

#### Authors and affiliations:

Toshiaki Ito<sup>1</sup>, Atsuki Osada<sup>1</sup>, Masami Ohta<sup>1</sup>, Kana Yokota<sup>1</sup>, Akira Nishiyama<sup>2</sup>, Yuichi Niikura<sup>3</sup>, Tomohiko Tamura<sup>2</sup>, Yoichi Sekita<sup>1</sup>, and Tohru Kimura<sup>1</sup>

#### Author contribution

T.I., A.O., M.O., K.Y., Y.N., and Y.S. performed the experiments. A. N. and T.T. performed RNA-Seq analyses. All the authors analyzed the data. T.I., A.O., Y.S. and T.K. designed the research and wrote the paper. All the authors approved the manuscript.

**Supplementary Figures; Figure S1–S4.**

**Supplementary Tables; Table S1–S6.**

**Supplementary Methods**

**Supplementary References**

## Supplementary Figures

Ito\_Figure S1

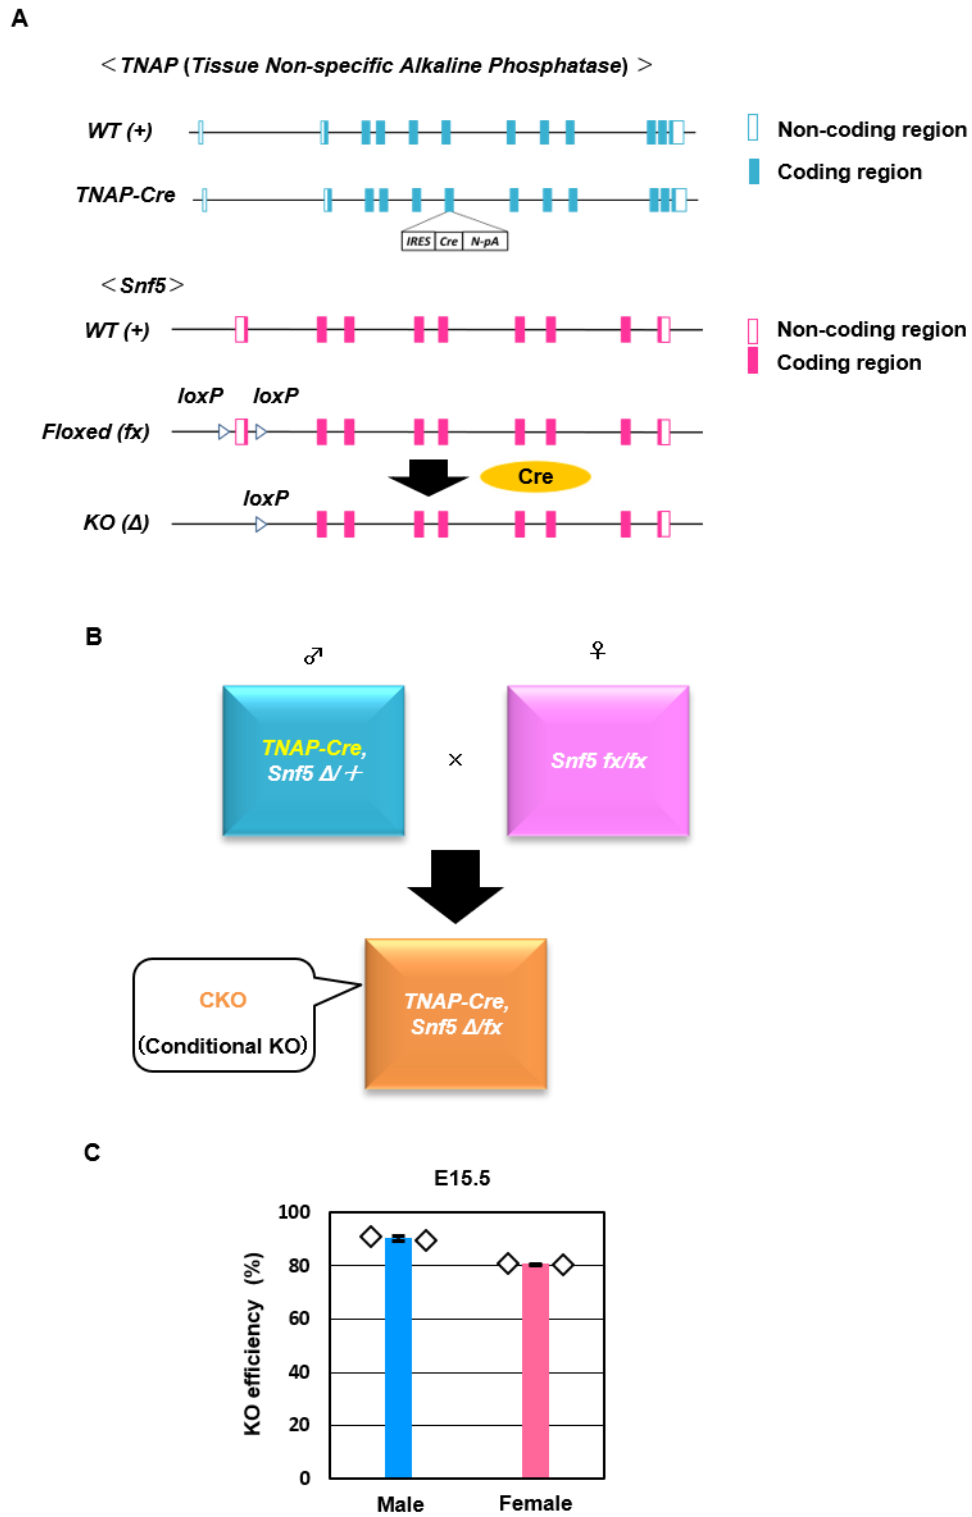

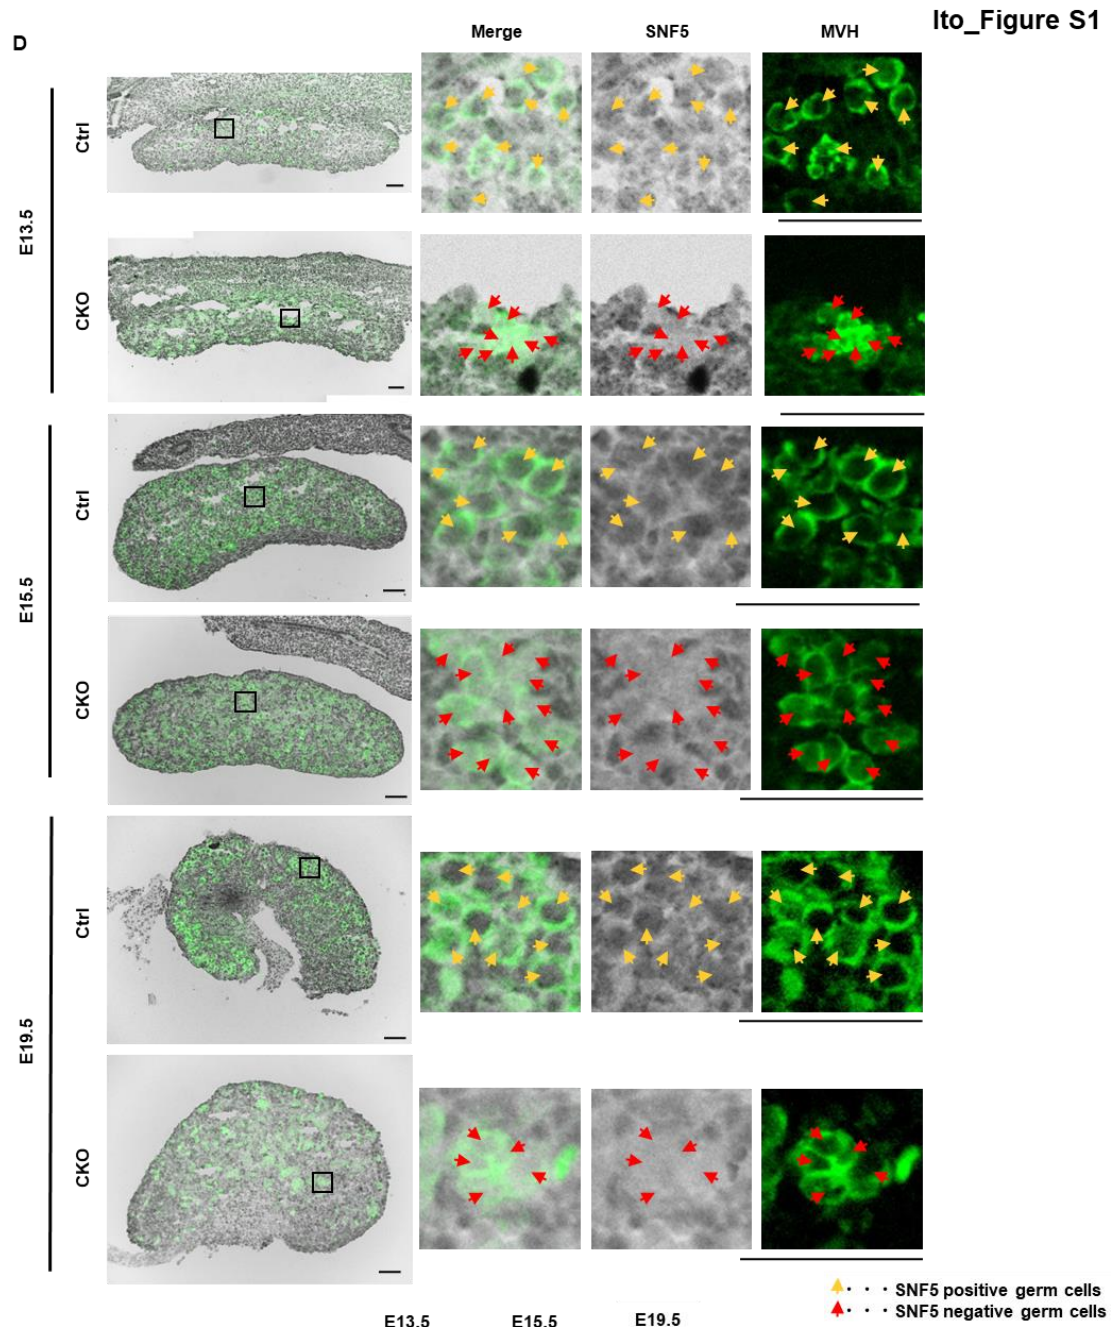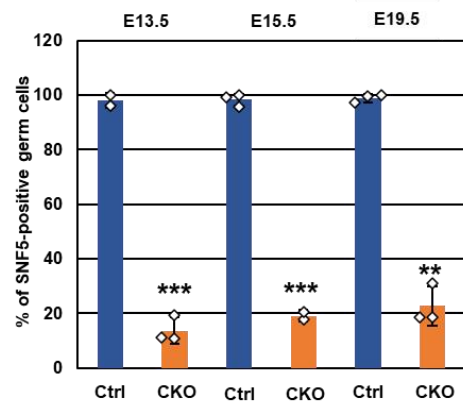

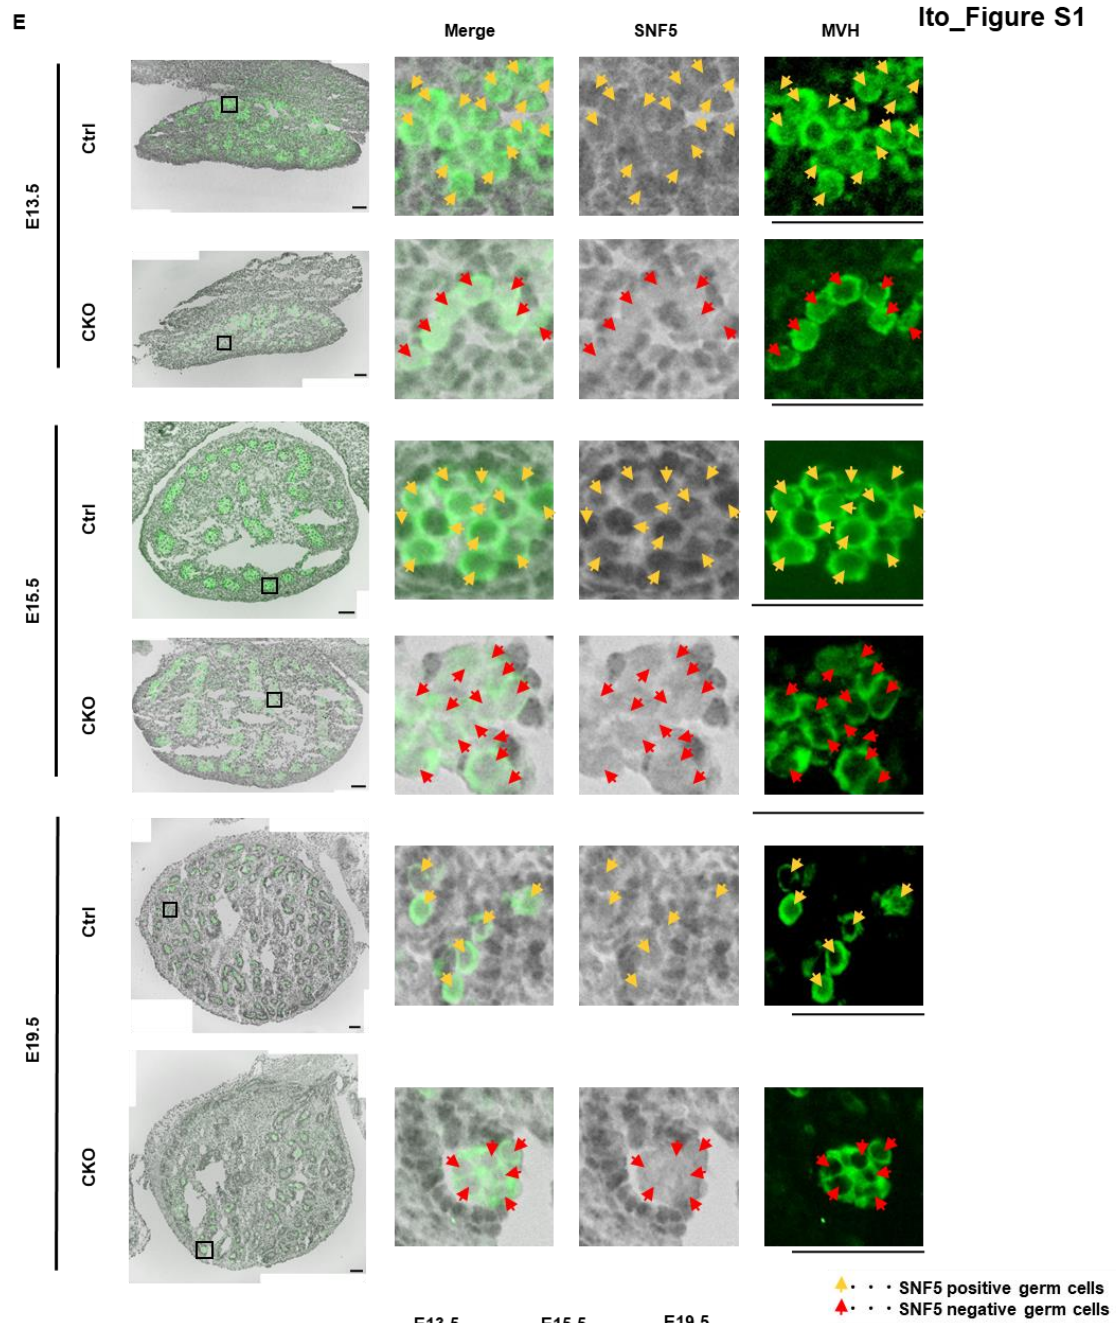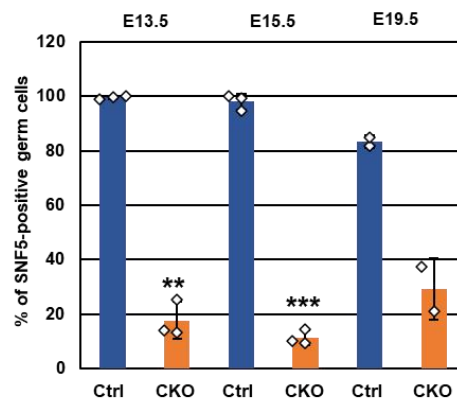

**Figure S1. Generation of PGC-specific *Snf5* CKO mice.**

- (A) Structures of the *TNAP-Cre* and floxed *Snf5* loci. At the *TNAP-Cre* locus, the *IRES-Cre* cassette was knocked into exon 6 of *TNAP* (*ALPL*). In the floxed *Snf5* locus, exon 1 encoding the start codon was flanked by two *loxP* sequences.
- (B) Scheme to generate PGC-specific *Snf5* CKO mice. Heterozygous *Snf5* KO males ( $Snf5^{+/Δ}$ ) harboring the *TNAP-Cre* locus were crossed to homozygous floxed *Snf5* females ( $Snf5^{fx/fx}$ ) to generate PGC-specific *Snf5* CKO mice ( $Snf5^{fx/Δ} + TNAP-Cre$ ). Mice with other genotypes were used as the controls ( $Snf5^{fx/+}$  mice,  $Snf5^{fx/Δ}$  mice, and  $Snf5^{fx/+}$  mice harboring the *TNAP-Cre* allele). Mice carrying the *Oct4-EGFP* transgene were used to isolate germ cells.
- (C) Cre-mediated recombination efficiencies at the floxed *Snf5* loci in E15.5 male and female germ cells. Using RNA-Seq data from E15.5 male and female germ cells, the reads that mapped to exon 1 of the *Snf5* loci were assessed. The recombination efficiencies were estimated as described in the Supplementary Methods.
- (D, E) Immunohistochemistry using anti-SNF5 antibody. The sections of ovaries (D) and testes (E) at E13.5, E15.5 and E19.5 were immunostained with anti-SNF5 and anti-MVH antibodies. The inserts show higher-magnification views. The yellow and red arrowheads indicate SNF5-positive and the SNF5-negative germ cells, respectively. The percentages of SNF5-positive germ cells in individual mice are shown in bar graphs (the mean  $\pm$  standard deviation;  $**P < 0.01$ ,  $***P < 0.001$ , Student's *t*-test). Bars: 50  $\mu$ m.

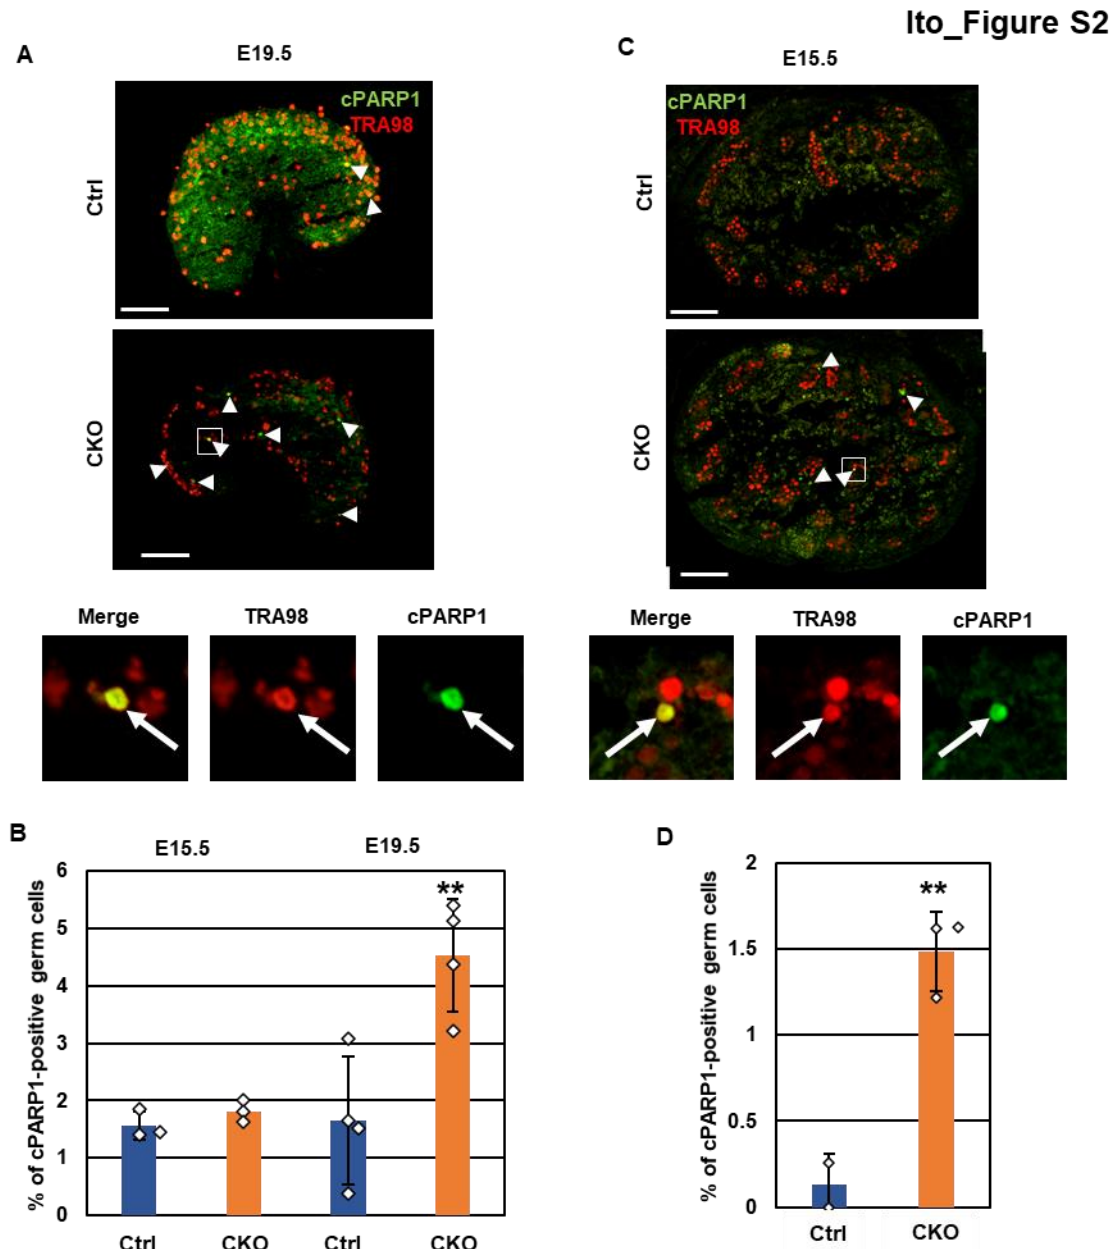

**Figure S2 Apoptosis in the *Snf5* CKO mice.**

(A, C) The cleaved PARP1 (cPARP1)-positive apoptotic germ cells in the *Snf5* CKO mice. The sections of the E19.5 ovaries (A) and the E15.5 testes (C) were immunostained with germ cell marker (TRA98) and apoptotic cell marker (cPARP1). The inserts show higher-magnification views. Arrowheads and arrows indicate apoptotic germ cells. Bars: 50  $\mu$ m.

(B, D) The percentages of cPARP1-positive apoptotic germ cells in female (B) and male (D) mice.

The values from individual mice and the mean  $\pm$  standard deviation are shown (\*\* $P < 0.01$ , Student's  $t$ -test).

Ito\_Figure S3

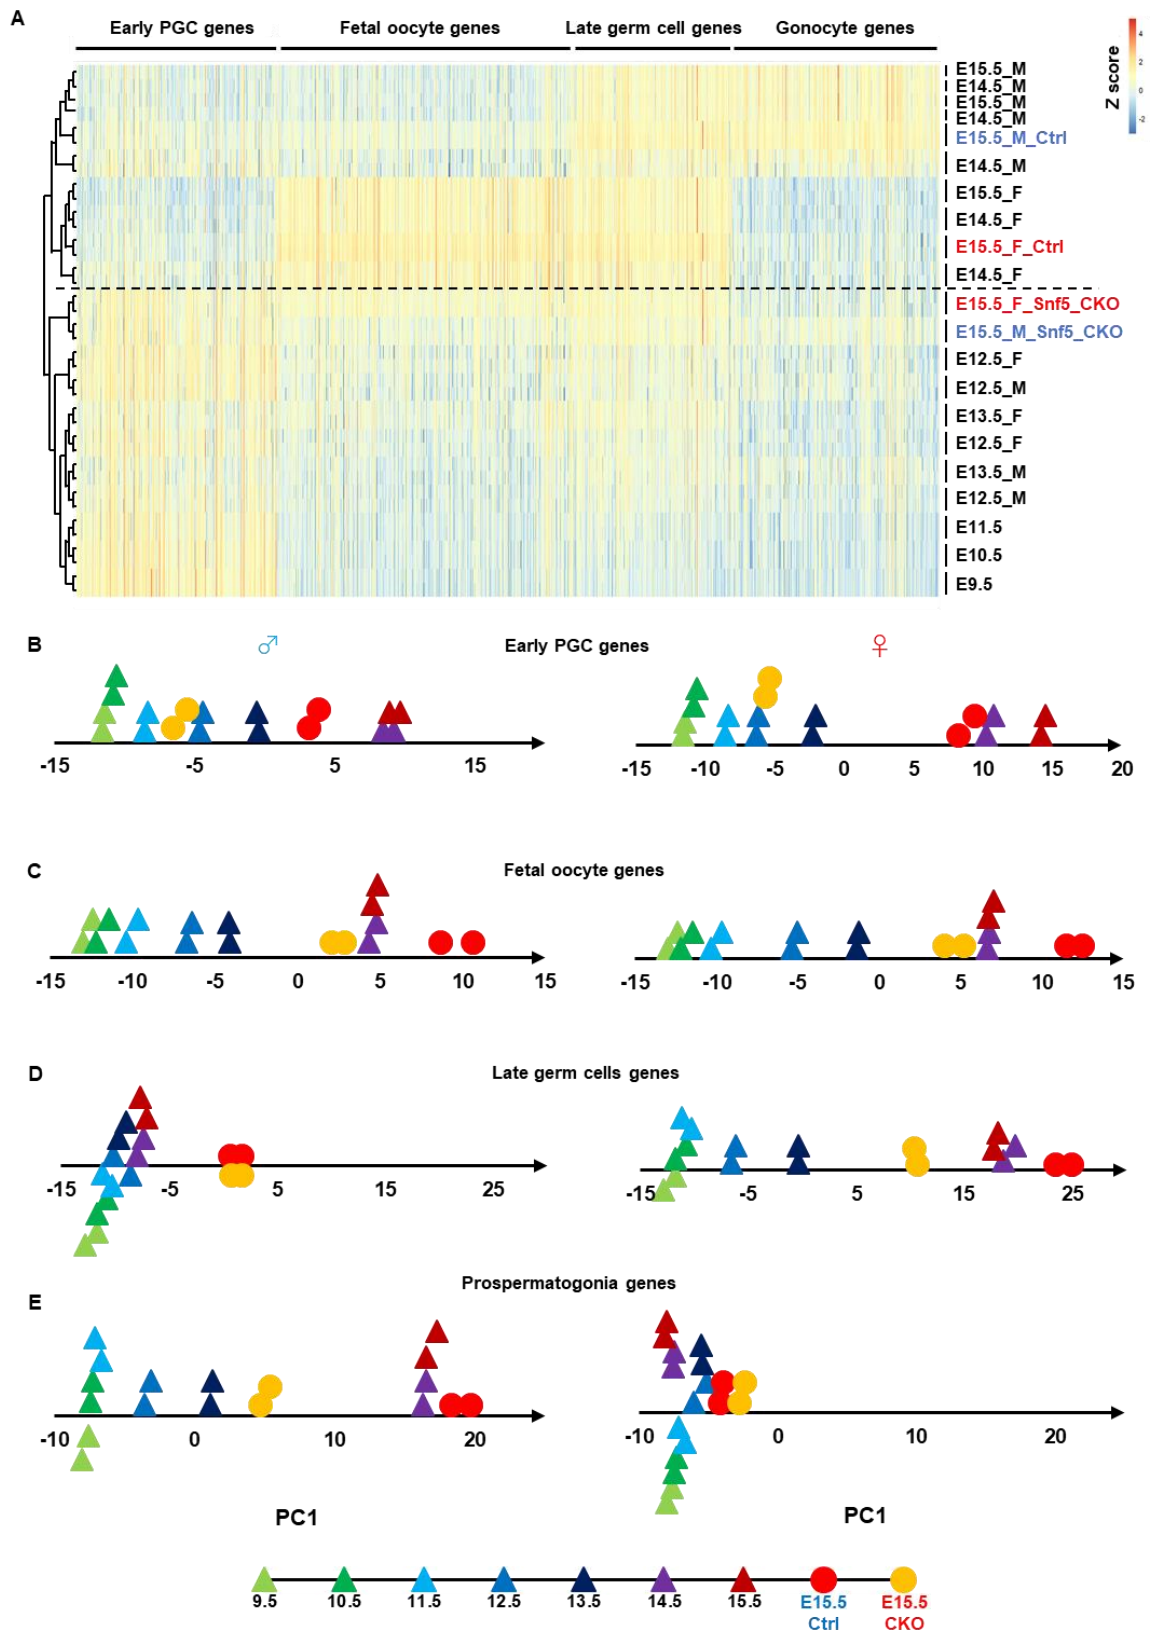

Ito\_Figure S3

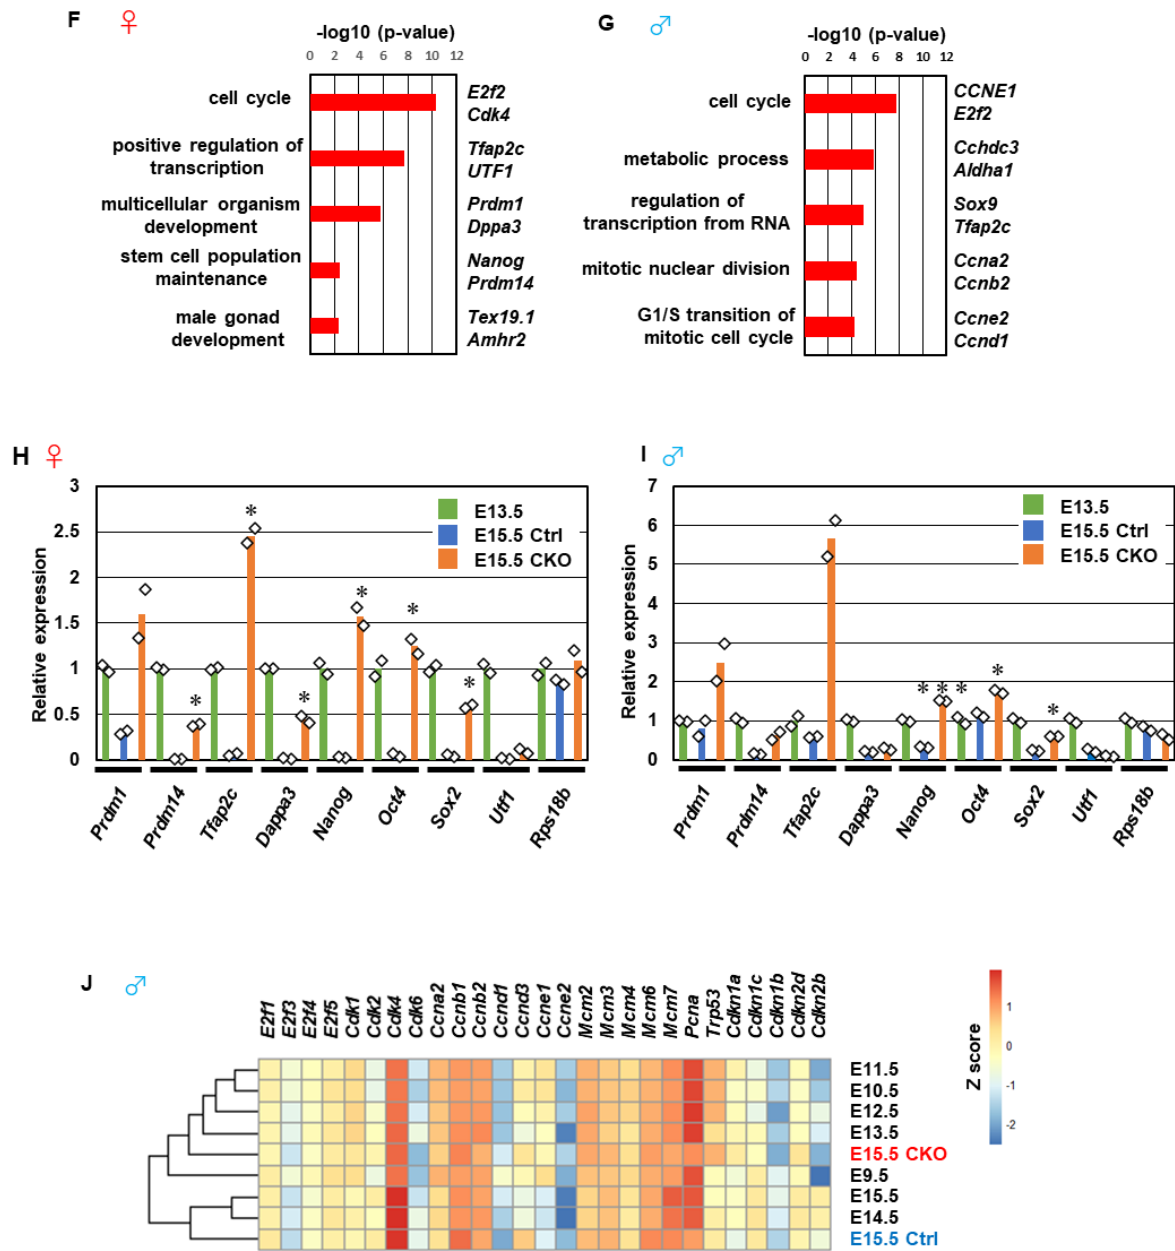

Figure S3. Gene expression analyses of female and male fetal germ cells from *Snf5* CKO mice.

(A) Hierarchical cluster analyses of the E15.5 control and *Snf5* CKO germ cells (female, red letters; male, blue letters). Early PGC genes (290 genes), fetal oocyte genes (430 genes), late germ genes (232 genes), and prospermatogonia genes (300 genes) have been described previously <sup>1</sup>. The expression of these genes in our RNA-Seq datasets from germ cells at E15.5 and in previous RNA-Seq datasets from germ cells at E9.5–E15.5 were analyzed.

(B–E) PCA of early PGC, fetal oocyte, late germ cell, and prospermatogonia genes.

(F, G) GO analyses of the genes whose expression levels were significantly higher in female (F) and male (G) *Snf5* CKO germ cells at E15.5.

(H, I) Expression of the key genes involved in early PGC differentiation in females (H) and males (I). The expression levels in control germ cells at E13.5 and E15.5 and in *Snf5* CKO germ cells at E15.5 are shown (the values of the E13.5 control cells are set as 1.0). The expression of *Rps18b* as the internal control is shown.

(J) PCA analyses of the growth-related genes.

Ito\_Figure S4

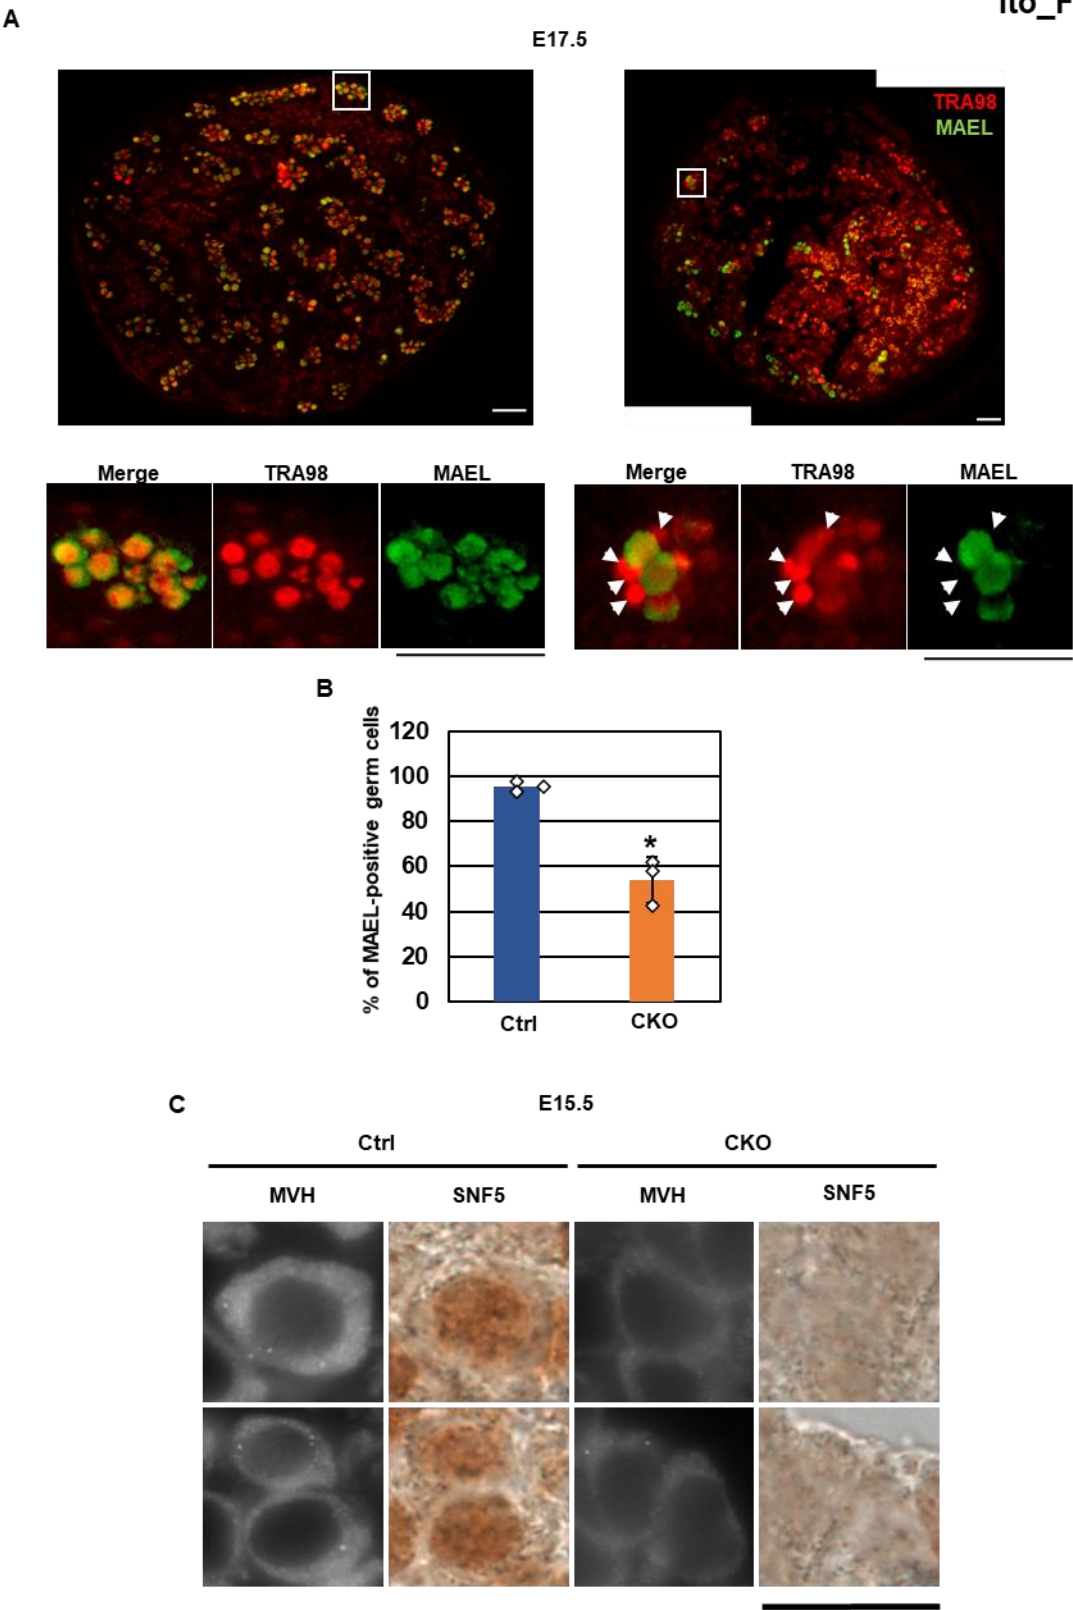

Figure S4 Immunohistochemistry using antibodies against MAEL and MVH

- (A) The sections of the E17.5 testes were immunostained with anti-MAEL antibody and germ cell marker TRA98. The inserts show higher-magnification views. Arrowheads indicate MAEL-negative germ cells. Bars: 50  $\mu\text{m}$ .
- (B) The percentages of MAEL-positive germ cells. The values from individual mice and the mean  $\pm$  standard deviation are shown ( $*P < 0.05$ , Student's *t*-test).
- (C) The sections of the E17.5 testes were immunostained with antibodies against MAEL and SNF5. Note that the number of MVH-positive granules were reduced in SNF5-negative germ cells. Bars: 10  $\mu\text{m}$ .

## Ito\_Figure S5

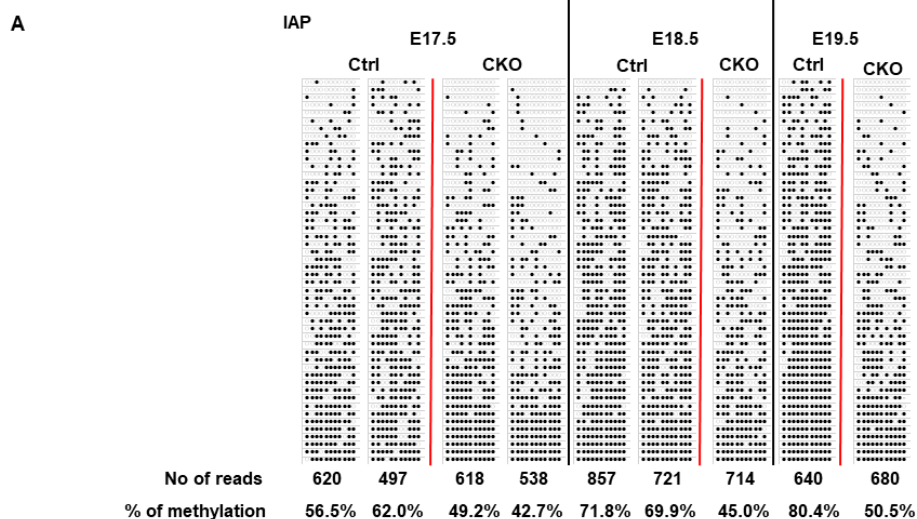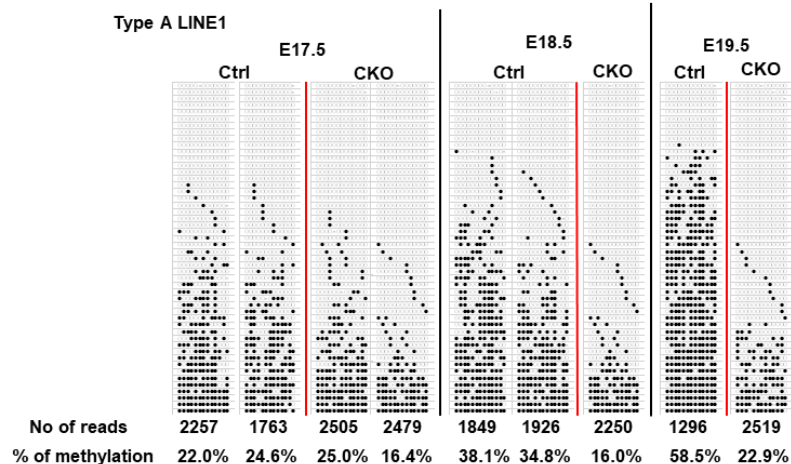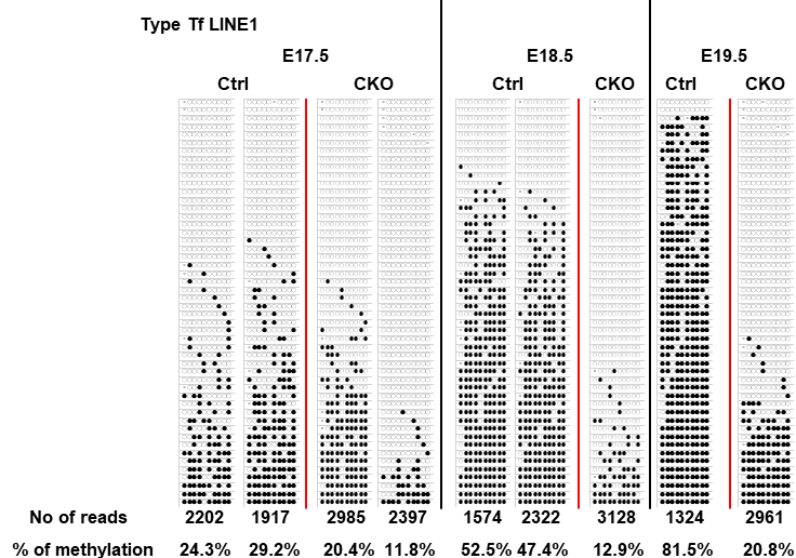

## Ito\_Figure S5

B

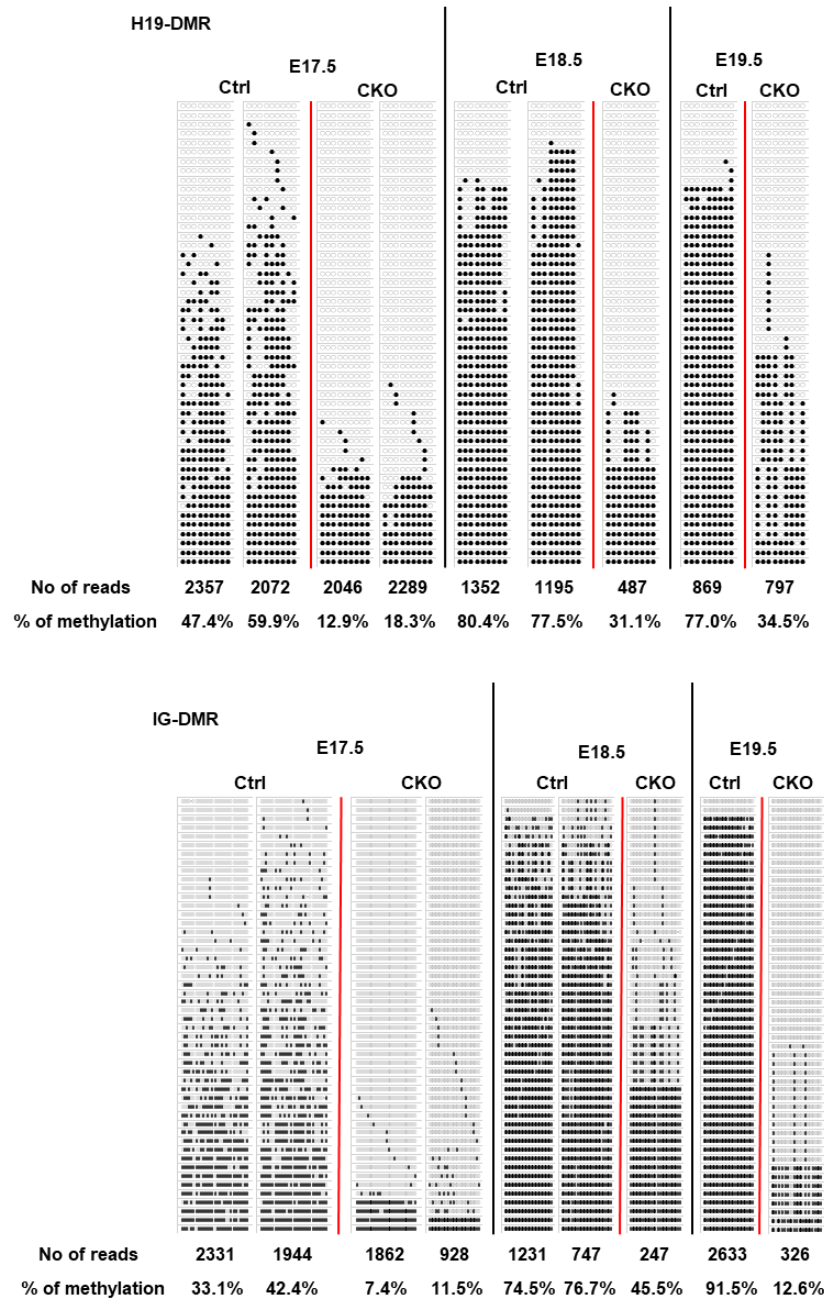

Figure S5. BS-Seq analyses.

The male germ cells isolated from control and *Snf5* CKO mice were subjected to BS-Seq analyses. The methylation levels of IAP and LINE1 (A) and H19-DMR and IG-DMR (B) were examined. Fifty representative reads are shown (closed circles, methylated CpG; open circles, unmethylated CpG). The total number of reads and methylation percentages in the total reads are shown.

## Ito\_Figure S6

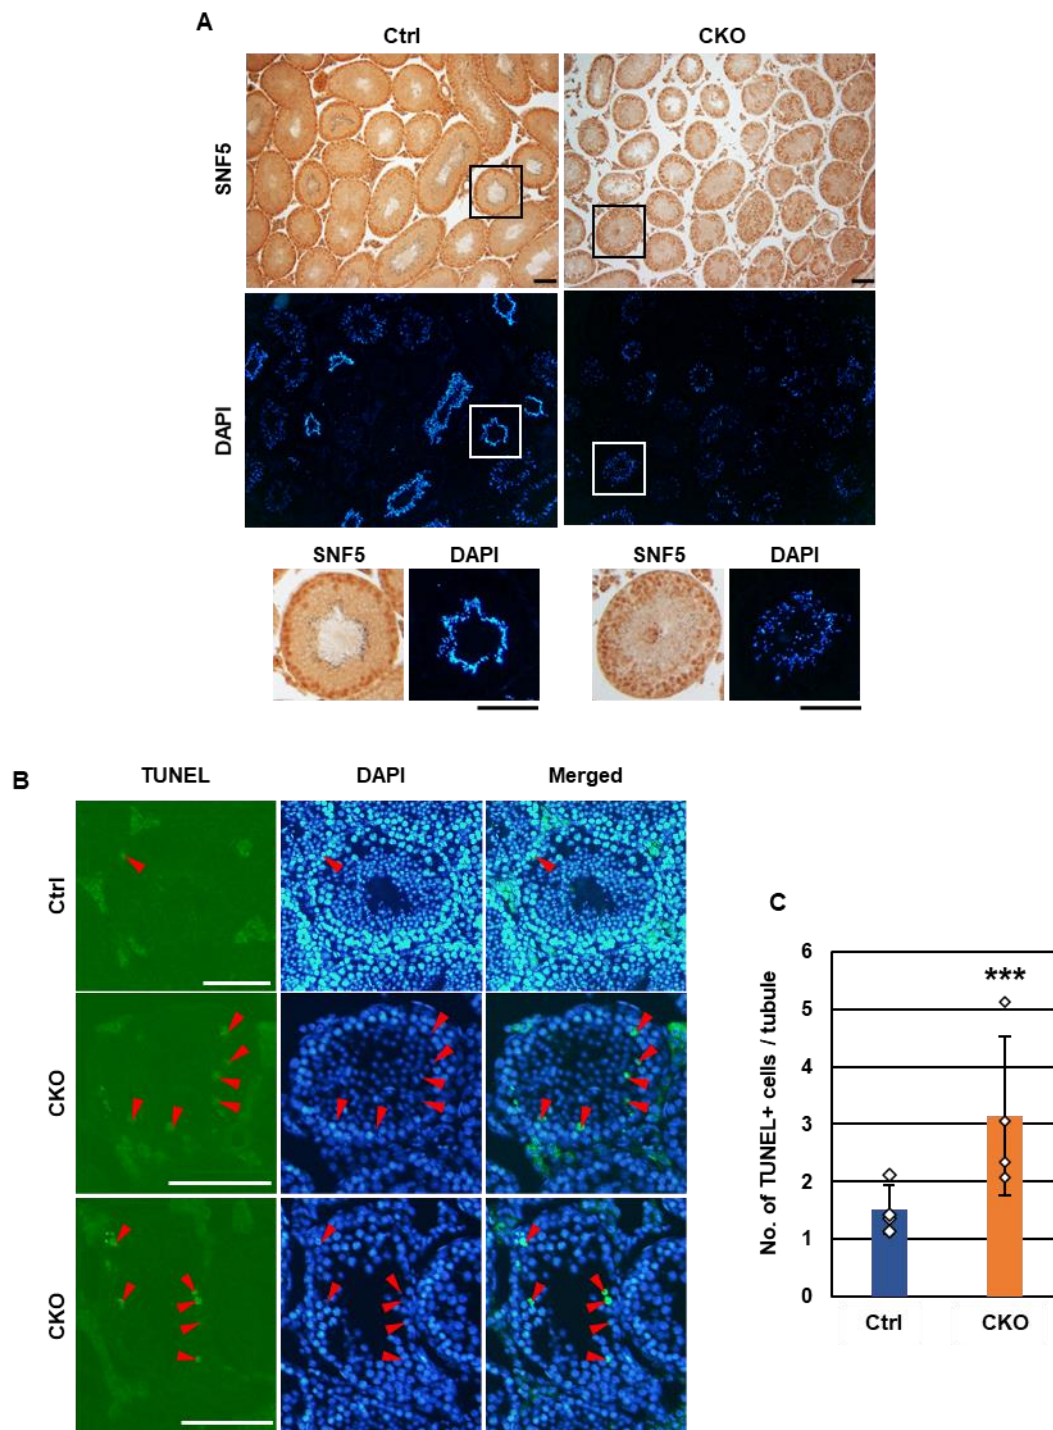Figure S6 The testes of the 6-week-old *Snf5* CKO mice

(A) Immunohistochemistry using SNF5 antibody. The inserts show higher-magnification views.

Note that a majority of germ cells in the tubule containing elongated spermatids were positive for SNF5. Nuclei were counterstained with DAPI. Bars: 100  $\mu\text{m}$ .

(B) TUNEL assay. The red arrowheads indicate TUNEL-positive cells. Nuclei were counterstained with DAPI. Bars: 100  $\mu\text{m}$ .

(C) The percentages of TUNEL-positive cells per tubule. The values from individual mice and the mean  $\pm$  standard deviation are shown (\*\* $P < 0.0001$ , Student's  $t$ -test).

## Ito\_Figure S7

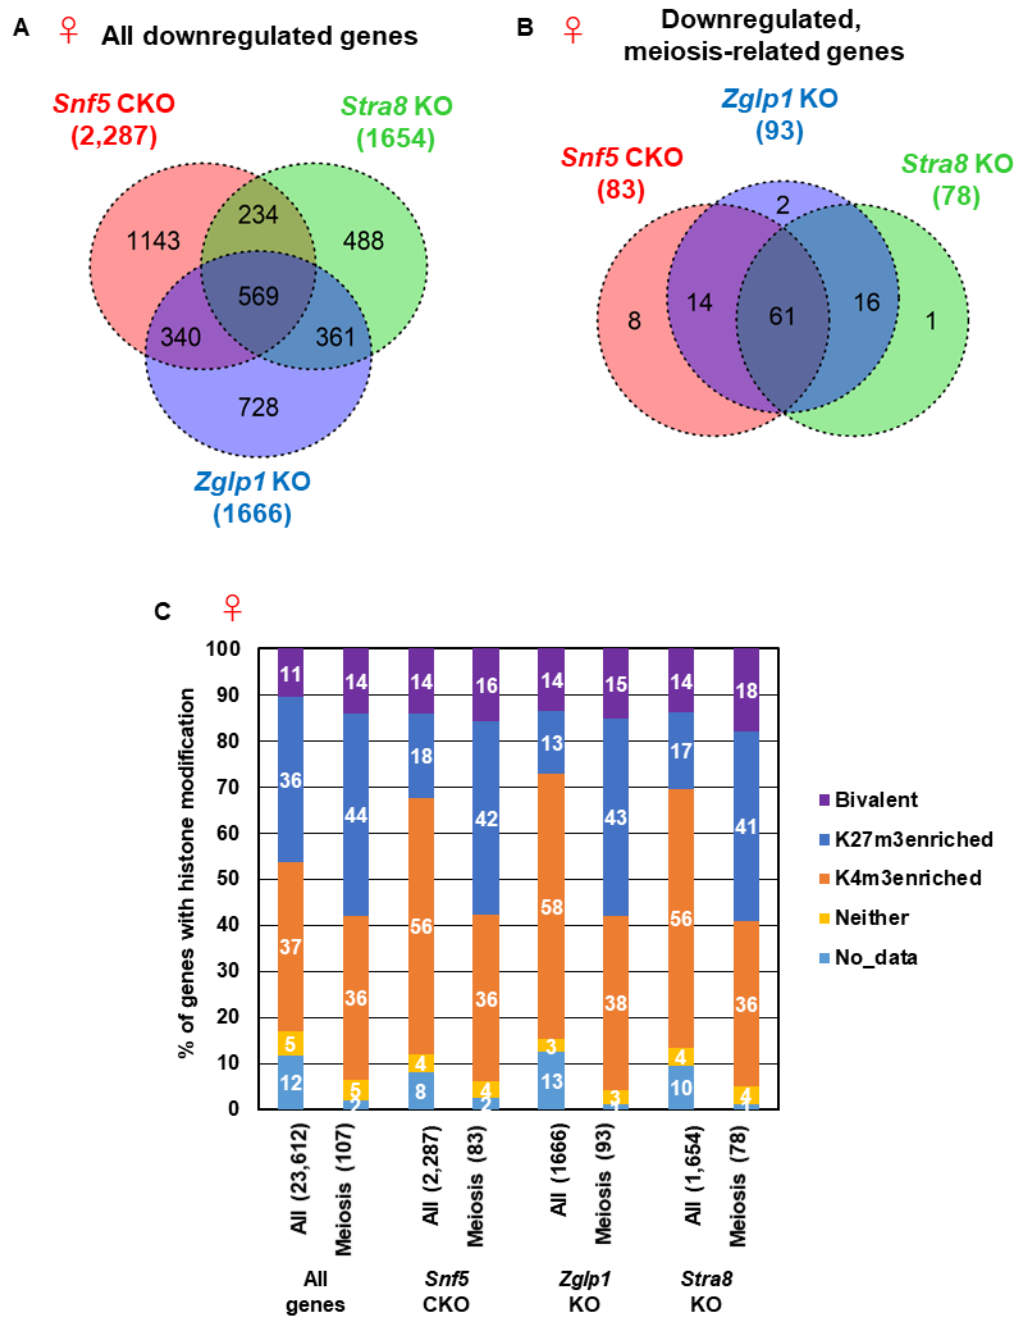

Figure S7. Target genes of the SWI/SNF complex, STRA8, and ZGLP1 in female germ cells.

(A, B) Venn diagrams showing all downregulated genes (A) and downregulated meiosis-related genes (B). Datasets from E15.5 *Snf5* CKO female germ cells and oocyte-like cells induced from ES cells lacking *Stra8* or *Zglp1* were used for the analyses, as described in the Supplementary Materials and Methods.

(C) The histone modifications in the promoters of the downregulated genes described in A and B. The histone modifications in PGC-like cells (PGCLCs) prior to sex-dependent differentiation are shown. See Supplementary Materials and Methods for further details.

**Supplementary Tables****Table S1. Fertility of the Snf5 CKO females (A) and males (B).**

| A. Female CKO mice |          |                      |                |            |
|--------------------|----------|----------------------|----------------|------------|
| Genotype           | Mouse ID | Mating period (days) | No of delivery | No of pups |
| Ctrl               | 2067     | 78                   | 2              | 7, 8       |
|                    | 2075     | 50                   | 2              | 7, 8       |
|                    | 2063     | 62                   | 0              | 0          |
|                    | 2124     | 36                   | 1              | 10         |
|                    | 2140     | 36                   | 1              | 9          |
|                    | 2209     | 70                   | 1              | 6, 8       |
|                    | 2185     | 70                   | 1              | 9          |
|                    | 2210     | 55                   | 1              | 8          |
|                    | 2327     | 105                  | 2              | 7, 7       |
| CKO                | 2069     | 62                   | 1              | 1          |
|                    | 2074     | 50                   | 1              | 4          |
|                    | 2062     | 62                   | 0              | 0          |
|                    | 2122     | 36                   | 0              | 0          |
|                    | 2142     | 36                   | 0              | 0          |
|                    | 2208     | 70                   | 1              | 7          |
|                    | 2186     | 70                   | 2              | 6, 4       |
|                    | 2324     | 55                   | 0              | 0          |
|                    | 2326     | 105                  | 2              | 6, 6       |
| B. Male CKO mice   |          |                      |                |            |
| Genotype           | Mouse ID | Mating period (days) | No of delivery | No of pups |
| Ctrl               | 2058     | 62                   | 2              | 7, 6       |
|                    | 2180     | 70                   | 3              | 6, 6, 7    |
|                    | 2292     | 55                   | 3              | 5, 5, 7    |
|                    | 2291     | 55                   | 1              | 6          |
|                    | 2293     | 71                   | 2              | 4, 4       |
| CKO                | 2059     | 62                   | 1              | 2          |
|                    | 2182     | 70                   | 1              | 9          |
|                    | 2290     | 55                   | 2              | 9, 4       |
|                    | 2337     | 68                   | 1              | 6          |

**Table S2 Primers and PCR conditions used for genotyping.**

## (A) List of PCR Primers

| Name            | Sequences                      |
|-----------------|--------------------------------|
| Snf5 CE         | 5'-CACCATGCCCCACCTCCCCTACA-3'  |
| Snf5 CER        | 5'-CAGGAAAATGGATGCAACTAAGAT-3' |
| Snf5 $\Delta$ 1 | 5'-CCAGTTAAAAGCACTGACTGCTT-3'  |
| pGKpA/U1        | 5'-TAAGGGCCAGCTCATTCCTCC-3'    |
| TNAP/EX6L       | 5'-CACGTCGATGGCCGCTCTA-3'      |
| EGFP-Fw         | 5'-AGCAAGGGCGAGGAGCTGTT-3'     |
| EGFP-Rv         | 5'-GTAGGTCAGGGTGGTCACGA-3'     |

## (B) Primer pairs, PCR conditions and the sizes of amplified DNAs

| Allele                | Primer set      | Annealing temperature (X) | Cycle (Y) | PCR product       |
|-----------------------|-----------------|---------------------------|-----------|-------------------|
| <i>Snf5</i> WT and fx | Snf5 CE         | 62°C                      | 35        | WT: 200 bp        |
|                       | Snf5 CER        |                           |           | fx: 305 bp        |
| <i>Snf5</i> $\Delta$  | Snf5 CE         | 60°C                      | 30        | $\Delta$ : 300 bp |
|                       | Snf5 $\Delta$ 1 |                           |           |                   |
| <i>TNAP-Cre</i>       | pGKpA/U1        | 65°C                      | 30        | TNAP-Cre: 300 bp  |
|                       | TNAP/EX6L       |                           |           |                   |
| <i>Oct4-EGFP</i>      | EGFP-Fw         | 65°C                      | 30        | Oct4-EGFP: 200 bp |
|                       | EGFP-Rv         |                           |           |                   |

## (C) PCR protocol

| PCR  |          |          |
|------|----------|----------|
| 94°C | 5 min    |          |
| 94°C | 10 sec   | Y cycles |
| X°C  | 10 sec   |          |
| 72°C | 30 sec   |          |
| 12°C | Infinity |          |

**Table S3 The antibodies used for immunohistochemistry.**

| Antibodies                                                 | Host   | Type | Source                   | Ref          | Dilution                                             |
|------------------------------------------------------------|--------|------|--------------------------|--------------|------------------------------------------------------|
| anti-MVH                                                   | Rabbit | IgG  | Abcam                    | ab13840      | 1/500                                                |
| anti-TRA98                                                 | Rat    | IgG  | Abcam                    | ab82527      | 1/500                                                |
| anti-SYCP3                                                 | Mouse  | IgG  | Abcam                    | ab97672      | 1/500                                                |
| anti-KI67                                                  | Mouse  | IgG  | BD Pharmingen            | 550609       | 1/500                                                |
| anti-phospho-histone H3                                    | Rabbit | IgG  | Upstate Biotech.         | 06-570       | 1/500                                                |
| anti-MILI                                                  | Rabbit | -    | Dr. S Kuramochi-Miyagawa | <sup>2</sup> | 1/400                                                |
| anti-MIWI2                                                 | Mouse  | -    | Dr. S Kuramochi-Miyagawa | <sup>2</sup> | 1/2000                                               |
| anti-DNMT3A                                                | Rabbit | -    | Dr. I Suetake-           | <sup>3</sup> | 1/500                                                |
| anti-DNMT3L                                                | Rabbit | -    | Dr. I Suetake-           | <sup>3</sup> | 1/500                                                |
| anti-MAEL                                                  | Rabbit | -    | Dr. A Bortvin            | <sup>4</sup> | 1/500                                                |
| Anti-SNF5                                                  | Mouse  | IgG  | BD Biosciences           | 612111       | 1/50<br>or 1/100                                     |
| anti-Rabbit-IgG,<br>CF488-conjugated                       | Goat   | IgG  | Biotium                  | 20019        | 1/1000                                               |
| anti-Mouse-IgG,<br>CF568-conjugated                        | Goat   | IgG  | Biotium                  | 20100        | 1/1000                                               |
| anti-Rat-IgG,<br>CF568-conjugated                          | Goat   | IgG  | Biotium                  | 20096        | 1/1000                                               |
| anti-Mouse<br>EnVision+ System-<br>HRP<br>Labelled Polymer | -      | -    | Dako                     | K4001        | Following to<br>the manufacturer's<br>recommendation |

**Table S4 The antibodies used for immunostaining of the chromatin spreads.**

| Antibodies                           | Host   | Type | Source      | Ref          | Dilution |
|--------------------------------------|--------|------|-------------|--------------|----------|
| anti-SYCP1                           | Rabbit | IgG  | Abcam       | ab15090      | 1/500    |
| anti-SYCP3                           | Mouse  | IgG  | Abcam       | ab97672      | 1/500    |
| anti-SYCP3                           | Rabbit | IgG  | Dr. S Chuma | <sup>5</sup> | 1/500    |
| anti-γH2AX                           | Mouse  | IgG  | Abcam       | ab22551      | 1/500    |
| anti-Rabbit-IgG,<br>CF488-conjugated | Goat   | IgG  | Biotium     | 20019        | 1/1000   |
| anti-Mouse-IgG,<br>CF568-conjugated  | Goat   | IgG  | Biotium     | 20100        | 1/1000   |

**Table S5. The number and the purity of germ cells.**

| Assay   | Age   | Genotype  | Sex    | No of mice | No of cells | Purity (%) |
|---------|-------|-----------|--------|------------|-------------|------------|
| RNA-Seq | E15.5 | Control-1 | Female | 2          | 8568        | 99         |
| RNA-Seq | E15.5 | Control-2 | Female | 3          | 11568       | 99         |
| RNA-Seq | E15.5 | CKO-1     | Female | 2          | 9228        | 99         |
| RNA-Seq | E15.5 | CKO-2     | Female | 3          | 9960        | 100        |
| RNA-Seq | E15.5 | Control-1 | Male   | 6          | 3756        | 95         |
| RNA-Seq | E15.5 | Control-2 | Male   | 4          | 21084       | 97         |
| RNA-Seq | E15.5 | CKO-1     | Male   | 1          | 3228        | 96         |
| RNA-Seq | E15.5 | CKO-1     | Male   | 1          | 2616        | 95         |
| RNA-Seq | E15.5 | CKO-2     | Male   | 1          | 5640        | 100        |
| BS-Seq  | E17.5 | Control-1 | Male   | 4          | 3480        | 97         |
| BS-Seq  | E17.5 | Control-2 | Male   | 11         | 4356        | 97         |
| BS-Seq  | E17.5 | CKO-1     | Male   | 3          | 2712        | 93         |
| BS-Seq  | E17.5 | CKO-2     | Male   | 1          | 1140        | 98         |
| BS-Seq  | E18.5 | Control-1 | Male   | 7          | 1339        | 97         |
| BS-Seq  | E18.5 | Control-2 | Male   | 2          | 802         | 92         |
| BS-Seq  | E18.5 | CKO-1     | Male   | 1          | 132         | 100        |
| BS-Seq  | E19.5 | Control-1 | Male   | 3          | 2064        | 96         |
| BS-Seq  | E19.5 | CKO-1     | Male   | 1          | 168         | 93         |

**Table S6 Sequences of the primers used in BS-Seq analyses.**

| Targets       | Sequences                                                                    |
|---------------|------------------------------------------------------------------------------|
| IAP           | 5'-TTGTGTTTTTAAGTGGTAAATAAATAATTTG-3'<br>5'-AAAACACCACAAACCAAAATCTTCTAC-3'   |
| Type A LINE1  | 5'-TTATTTTGATAGTAGAGTT-3'<br>5'-CAAACCAAACCTCCTAACAA-3'                      |
| Type Tf LINE1 | 5'-GTTAGAGAATTTGATAGTTTTTGGAATAGG-3'<br>5'-CCAAAACAAAACCTTTCTCAAACACTATAT-3' |
| H19-DMR       | 5'-GGGGGTAGGATATATGTATTTTTTAGG-3'<br>5'-AAAAAAACTCAATCAATTACAATCC-3'         |
| IG-DMR        | 5'-TTTTATGGTTTATTGTATATAATGTTGT-3'<br>5'-CCCTCACTCCAAAAATTAAAAAAA-3'         |

The target gene sequences without adapters used for Nextera tagmentation are shown.

## Supplementary Methods

### Estimation of Cre-mediated recombination efficiencies in *Snf5* loci

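The estimate compares the reads on the exon that Cre removes with those expected if no allele were recombined, so it reads the fraction of floxed alleles lost in the sorted cells from RNA rather than from DNA. It takes into account that control samples pooled embryos with different numbers of intact alleles, which carry different amounts of the exon. The deposited tables hold one FPKM value per gene and library and no value per exon, so the estimate cannot be recomputed from them, and the FPKM of the whole gene also counts transcripts that lack the exon.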

Using the RNA-Seq data of the E15.5 germ cells, recombination efficiency was estimated using the number of reads corresponding to exon 1 of the *Snf* gene, which is deleted by Cre-mediated recombination.

$$0.5RWT (1 - x) = RCKO \text{ (Equation 1)}$$

$$\frac{RWT \{N1 + 0.5N2 + N3 (1 - 0.5x)\}}{N1 + N2 + N3} = RControl \text{ (Equation 2)}$$

where  $x$  is the recombination efficiency.  $RWT$ ,  $RControl$ , and  $RCKO$  indicate the number of reads corresponding to exon 1 in wild-type, control, and *Snf5* CKO mice, respectively. As the samples from control mice constituted a mixture of germ cells from *Snf5<sup>fx/+</sup>* mice, *Snf5<sup>fx/Δ</sup>* mice, and *Snf5<sup>fx/+</sup>* mice harboring the *TNAP-Cre* allele,  $N1$ ,  $N2$ , and  $N3$  indicate the number of *Snf5<sup>fx/+</sup>* mice, *Snf5<sup>fx/Δ</sup>* mice, and *Snf5<sup>fx/+</sup>* mice harboring the *TNAP-Cre* allele, respectively.

By dividing Equation 1 by Equation 2, the recombination efficiency  $x$  can be calculated as follows:

$$\therefore x = \frac{RCKO(N1 + 0.5N2 + N3) - 0.5 RControl(N1 + N2 + N3)}{0.5RCKON3 - 0.5 RControl(N1 + N2 + N3)} \text{ (Equation 3)}$$

### TUNEL assay

The terminal deoxynucleotidyl transferase dUTP nick end labeling (TUNEL) assay was carried out using an *In situ* Apoptosis Detection Kit (Takara, Shiga, Japan) and the nuclei were counterstained with 1  $\mu$ g/ml DAPI.

### Target genes of the SWI/SNF complex, STRA8, and ZGLP1 in female germ cells.

RNA-seq analysis was performed as described in the Materials and Methods section. GSE124262 was used to analyze *Zglp1* and *Stra8* KO oocyte-like cells <sup>6</sup>. Downregulated genes were selected as those with  $\log_2(\text{FPKM}) \leq -1$  and  $P < 0.05$ . 

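With an unadjusted p from limma under 0.05 and a log2 fold change of -1 or less in log2(FPKM + 1), 2548 genes were lower in E15.5 Snf5 CKO female germ cells, and 2012 were higher by the mirrored criterion. In males, 2214 genes were lower and 1832 higher. With the test on the linear FPKM scale the unadjusted counts of lower genes were 2060 in females and 1680 in males. The criterion as printed names the log2 of FPKM, and it was read here as the log2 fold change between Snf5 CKO and control. The Zglp1 and Stra8 KO oocyte-like cells and the published gene list were not analysed.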

A published list of meiosis-related genes was used <sup>7</sup>. The R packages VennDiagram and extrafont were used to draw the Venn diagrams. Previously published data were used to investigate histone modifications <sup>6</sup>. MS Excel (Microsoft, Redmond, WA, USA) was used for the calculations and generation of the bar graph. VLOOKUP was used to search for the histone modifications of each gene.

## Supplementary References

1. Miyauchi, H. *et al.* Bone morphogenetic protein and retinoic acid synergistically specify female germ-cell fate in mice. *EMBO J.* **36**, 3100–3119 (2017).
2. Shiromoto, Y. *et al.* GPAT2 is required for piRNA biogenesis, transposon silencing, and maintenance of spermatogonia in mice. *Biol. Reprod.* **101**, 248–256 (2019).
3. Sakai, Y., Suetake, I., Shinozaki, F., Yamashina, S. & Tajima, S. Co-expression of de novo DNA methyltransferases Dnmt3a2 and Dnmt3L in gonocytes of mouse embryos. *Gene Expr. Patterns* **5**, 231–237 (2004).
4. Soper, S. F. C. *et al.* Mouse Maelstrom, a Component of Nuage, Is Essential for Spermatogenesis and Transposon Repression in Meiosis. *Dev. Cell* **15**, 285–297 (2008).
5. Chuma, S. & Nakatsuji, N. Autonomous transition into meiosis of mouse fetal germ cells in vitro and its inhibition by gp130-mediated signaling. *Dev. Biol.* **229**, 468–479 (2001).
6. Nagaoka, S. I. *et al.* ZGLP1 is a determinant for the oogenic fate in mice. *Science* **4115**, eaaw4115 (2020).
7. Soh, Y. Q. S. *et al.* A Gene Regulatory Program for Meiotic Prophase in the Fetal Ovary. *PLoS Genet.* **11**, 1–24 (2015).

How the deposited data were processed for this re-analysis (not part of the article)

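E15.5 germ cells were sorted by the Oct4-EGFP transgene from control and Snf5 CKO gonads, and RNA-Seq gave 8 libraries, 2 for each of female control, female Snf5 CKO, male control and male Snf5 CKO. The assignment of libraries to groups follows the sample labels and the column names of the tables. As a check of sex, Ddx3y, a gene of the Y chromosome, is listed at 0 in all female libraries and was at 5.79 ± 0.436 FPKM (SD, n = 2) in male controls. The authors mapped paired-end reads with Tophat and quantified them with Cufflinks on the UCSC mm10 genome, with one run per sex. The deposited tables give, for each locus and library, an FPKM value, its confidence bounds and the status of the quantification. The 16 columns of confidence bounds were not used. The paper's text names neither the version of the gene annotation nor the way Cufflinks normalized for library size, and no replicate is tied to 1 of the 2 sequencers that the paper names. Loci start at a position counted from 0 in the tables: the start plus 1 is an annotated transcript start for 44.3% of named female loci and 42.5% of named male loci, against 4.22% and 4.35% for the start itself, so 1 was added to every printed start.

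The female table holds 29018 loci and the male table 30216. Loci without a gene name (4737 and 6272) were left out of the tests and held between 5.46% and 42.1% of the FPKM of a library. Several genes are merged in 525 female and 482 male loci. In the gene lists, apart from the X-linked one, a gene with several loci was represented by the one with the highest mean FPKM. The fits and the counts of lower and higher genes kept every named locus as an entry of its own. Pi4ka was the most abundant named locus in all 8 libraries, and the 10 most abundant named loci held between 12.5% and 26.0% of the FPKM of named loci, most in male Snf5 CKO replicate 2. Of the tested loci, 32 in females and 14 in males had a status other than OK in some library. The tables hold no counts, so the total depth is unknown and no counting interval or detection limit is given. The relative depth was estimated from the genes under 0.1 FPKM in both libraries of a pair, whose ratios fall on steps set by small numbers of fragments. With the best set of depths, the ratios of 43.3% of these genes in females and 45.2% in males lay on such steps, as the mean over 6 pairs of libraries, against 41.3% and 44.7% with the next best set and 2.10% and 2.08% for the median of all depths tried.

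Each sex was fitted alone with limma 3.58.1 in R 4.3.3: log2(FPKM + 1), lmFit, and eBayes with a trend on the mean, for named genes with a mean of at least 1 FPKM over the 4 libraries. The moderation added 4.69 degrees of freedom in females and 3.03 in males. Genes were called at an absolute log2 fold change of at least 1 and a Benjamini-Hochberg adjusted p under 0.05, and counts at an unadjusted p under 0.05 are given beside these. Lists of genes were tested two-sided with camera at a preset correlation of 0.01, with the p adjusted over the lists of one family and sex. The lists that the paper shows (Figs. 3F, 3G, S3H, S3I and S3J) formed one family. A further family held SWI/SNF subunits, p53 targets, imprinted genes, X-linked genes, markers of Sertoli, Leydig, pre-granulosa, stromal, and blood and endothelial cells, the Fig. 3G genes in females and the Fig. 3F genes in males. Additional lists of Sertoli, pre-granulosa and p53 target genes were written later, before their values were looked at, and formed the last family. Transcript length and GC content came from the longest transcript of a gene in the GENCODE annotation of GRCm38, and trends on them were removed by a smooth fit. Positions are those of the tables; figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

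The libraries of a table are numbered 1 and 2 in each group, the male column names call these numbers experiments, and in both sexes the sample labels name the raw files of replicate 1 and replicate 2 in different styles, so the number was taken as a mark of a shared batch. The deviation of replicate 2 from replicate 1 in control and in Snf5 CKO had a correlation across genes of 0.504 in females and 0.595 in males. The block of replicate number is one of the alternatives, and the fit without it is the main one.

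The tests, the thresholds, the lists of the first families and the alternatives were set before the data were examined. These alternatives were a pseudocount of 0.1, no filter, a mean of at least 5 FPKM, each library rescaled to a sum of 1000000 over named loci, median-of-ratios rescaling, eBayes without trend, no moderation, a fit on linear FPKM, the replicate block, only loci with status OK, each library left out, and fry or an estimated correlation in place of camera's preset one. Chosen after the tables had been seen were the exclusion of unnamed loci, the rule for a gene with several loci, the restriction of rescaling to named loci, the inclusion of unnamed loci as an alternative and the estimate of relative depth. All tests of explanations and the additional lists were written after the main results had been looked at. Genes were named by a rule: every gene of the lists, and in each sex the 5 largest rises and the 5 largest falls among genes past both thresholds in which each Snf5 CKO library lay on the same side of each control library. Some genes within this rule are not reported here. The fit was tested on simulated data with the spread of the real tables: with 200 genes changed by a log2 fold change of 2, it recovered 64.5% among 11425 female genes with 4 false calls, and 55.5% among 12104 male genes with 1 false call. The changed genes were drawn from those with a mean log2(FPKM + 1) above 4, and were far fewer than the real calls. The noise was drawn for each library alone, without the deviation that a replicate number shares. These figures are thus not the error rates of the real fits. The GO analyses, the recombination efficiency, which needs reads on the first exon, and the comparisons with published datasets were left out, since the tables do not hold what they need.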

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

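The tests on Leydig cell and stromal markers, and that of a common shift behind the genes of opposite direction, were chosen only after the results had been seen; the other tests of explanations were written after the patterns had been seen and before their own results were. Comparisons between the sexes were not tested as differences, since the tables were normalized separately.

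Across the sexes, 94 and 115 genes, 209 in all, changed past both thresholds in opposite directions, with every Snf5 CKO library of one sex above its controls and every one of the other sex below them. Independent calls would give 295 and 260.0 such genes; 556 genes were lower and 675 higher in both sexes, against 291 and 263. Among the genes of the lists, the log2 fold change in females and males was -2.51 and 1.10 for Ccne2, 1.297 and -2.49 for Dnmt3a, 2.18 and -2.64 for Phlda2, -1.41 and 1.68 for Syce2, and 2.79 and -1.20 for Utf1. A few very abundant loci that take a different part of the FPKM in each library would shift all genes of a sex alike, and a call needs a log2 fold change of 1; the rescalings shifted the median by at most 0.17 in size, which argues against such loci as the whole cause. That the sexes differ in biology stays open and was not tested, and so does a difference between the separate runs of quantification.

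Some lists also moved in opposite directions in the sexes. Medians of the log2 fold change were 0.82 in females and -0.59 in males for imprinted genes (camera adjusted p = 0.20 and 0.45), 0.98 and -1.43 for Leydig cell markers (0.20 and 0.32), and 1.35 and -0.0744 for blood and endothelial markers (0.20 and 0.79). None of these lists was past the threshold in camera in either sex. The female Leydig value rests on 2 genes, of which Insl3 is merged with an overlapping gene. Without female Snf5 CKO replicate 2 the female blood and endothelial value was 0.24, and the male value was 0.05 without control replicate 2. No explanation was tested for these lists.

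Sertoli cell markers, which the paper does not discuss, were higher in male Snf5 CKO libraries, with a median log2 fold change of 2.00 (camera adjusted p = 9.8e-05, 1.9e-06 to 0.60 over the alternatives) and 9 of 9 tested genes higher in both Snf5 CKO libraries. The list of pre-granulosa cell markers was higher in males too (1.72, adjusted p = 0.012); it shares Gata4 and Wt1 with the Sertoli list, and the paper names its gene Amhr2 in Fig. S3F and the Sertoli gene Sox9 in Fig. S3G. All 9 tested Sertoli genes had a mean of at least 1 FPKM in male controls as well. Fewer germ cells in the sort, with every other cell type carried along, are argued against by the Leydig cell markers, whose median was -1.43, and by the stromal list, whose median was -1.09, although Hsd17b3 of the Leydig list rose by 1.85, and Vim of the stromal list by 2.41. Cyp17a1 went from 15.9 ± 6.08 to 1.76 ± 1.34 FPKM. Sertoli cells or their RNA carried along in the sort remain a candidate explanation: the additional Sertoli list, with 11 of 12 tested genes higher, had a median of 1.95 (camera adjusted p = 6.6e-05). The most abundant of its genes, Defb19, went from 139 ± 2.85 to 957 ± 586 FPKM, Clu from 65.0 ± 13.5 to 299 ± 37.4, and Cst9 of the first list from 45.6 ± 11.6 to 311 ± 90.9. Expression of these genes by Snf5 CKO germ cells themselves stays open, and the tables cannot separate it from carried-over RNA. The sort purity that the paper gives was 95% and 97% in the male controls. It was 96% and 95% on the lines of Snf5 CKO replicate 1 and 100% for replicate 2. These values show no clear fall of purity in Snf5 CKO, and they do not cover carried-over RNA.

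In females, the pre-granulosa list had a median log2 fold change of 0.84 (camera adjusted p = 0.0041, 0.0011 to 0.54 over the alternatives), with all 9 genes higher in both Snf5 CKO libraries but at low levels: Fst, the most abundant in Snf5 CKO, was at 7.84 ± 0.694 FPKM. Whether fewer germ cells in the sort could explain this cannot be told, because the stromal list has 3 tested genes in females that go both ways, with a median of -0.54 (-0.29 without control replicate 1), while the blood and endothelial median was above 0. Pre-granulosa cells or their RNA cannot be told apart from expression in germ cells either. The additional list, with 4 tested genes, had a median of 0.82 (camera adjusted p = 0.314), in which Rspo1 rose by 1.63 and Bmp2 fell by 1.18. Without control replicate 1 the median of this list was 0.38, and without control replicate 2 it was 1.25. The purity that the paper gives was 99% in both female controls, and 99% and 100% in Snf5 CKO replicates 1 and 2. It was thus not lower in Snf5 CKO, but it does not cover carried-over RNA.

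The list of p53 target genes was higher in both sexes, with a median log2 fold change of 1.43 in females (camera adjusted p = 0.0041, 0.00088 to 0.54 over the alternatives) and 1.47 in males (0.022, 0.0029 to 0.60). Phlda3 rose by 3.82 in females and 2.24 in males, while Mdm2 fell by 0.58 and 0.83 and Fas fell by 1.25 in males. Higher p53 activity was tested on the additional list of targets, whose median was 0.60 in females and 0.70 in males. Its adjusted p was 0.0674 in females, which leaves the explanation open there, and 0.00511 in males, where the result is in line with higher p53 activity. The fall of Mdm2, itself a p53 target, speaks against a uniform rise of the targets. Trp53, the gene of p53 itself, rose by 4.36 in females, from 4.39 ± 1.28 to 109 ± 23.5 FPKM. Trp53 was higher in males too, but the activity of p53 was not measured. A response of the germ cells to the loss of Snf5 is a hypothesis only. The paper names Cdkn1a, a gene of this list, in Fig. S3J.

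The largest rises concern genes that the paper does not name. In females these include Tcl1 (5.23), Ifitm3 (5.12), Cldn3 (5.11) and Cpsf4l (5.05), as log2 fold changes. In males, Krtdap rose by 8.04, from 0.814 ± 0.166 to 495 ± 200.3 FPKM, Rhox9 by 5.43, Apoe by 5.30 and Prap1 by 4.97. Mir6538 is listed at 0 in both male controls and had a mean of 184 FPKM in Snf5 CKO; a small-RNA locus listed at 0 can be a failed estimate, so no fold is given. Ifitm3 has 2 loci in the female table, and whether they share reads was not tested. A source of these transcripts outside germ cells was not tested gene by gene, and no biological explanation was tested.

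Loci without a gene name, which the paper does not analyse, were higher in Snf5 CKO in 76 cases in females and 74 in males when they were added to the test, an alternative chosen after seeing the data. Far more were lower, 446 and 358. Of the unnamed loci that changed, 85.4% were lower in females and 82.9% in males, against 56.0% and 55.2% of named genes. After median-of-ratios rescaling the share was 83.2% and 80.3%, against 47.6% and 46.0% of named genes. That rescaling applies the same factor to all loci of a library, named or not, and could hardly remove a difference between them. It therefore does not decide whether a few very abundant loci taking a different part of the FPKM account for the excess. What these loci are, with a median span of 1235 and 910 bp, was not determined, and a biological cause stays open.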

How the results depend on the processing

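No test given here was chosen after its result was seen, except the inclusion of loci without a gene name. The fall of Smarcb1 and the direction of the lists of Figs. 3F, 3G, S3H, S3I and S3J stayed the same under every alternative that gave a value. Smarcb1 had log2 fold changes between -2.78 and -2.19 in females and between -4.11 and -3.74 in males, and the Fig. 3F list had a median between -2.24 and -1.92. Without moderation of variances the female value of -2.48 had an adjusted p of 0.056, and on linear FPKM the male value of -4.04 had one of 0.070.

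Counts of genes depended on the test. Without moderation, 1055 genes were lower and 866 higher in females and 370 and 279 in males; on linear FPKM the counts were 658, 604, 216 and 170. Both alternatives estimate each gene's variance from its 4 libraries alone, which leaves 2 degrees of freedom. At a mean of at least 5 FPKM, where 8777 male genes were tested, 1353 were lower, or 1392 at an unadjusted p under 0.05. With the replicate block the counts were 2555 and 2019 in females and 2238 and 1861 in males; the block brought 18 of 184 tested genes of the lists and largest changes in females and 34 of 206 in males under an adjusted p of 0.05, and took none above it. Of the genes whose fold change is given in this text, these were Dazl, Zglp1 and Mrps18b in females and Mrps18b, Cdk4, E2f1, Mcm6, Dppa3 and Pou5f1 in males; those that also passed a log2 fold change of 1 in size were Hba-a1 in females and Atr, Hsd3b1, Col1a2 and Tyrobp in males, and the block changed no call of a list. With loci without a gene name included, chosen after seeing the data, the counts were 2953 and 2046 in females and 2399 and 1731 in males.

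When camera estimated the correlation from the 4 libraries, no list kept an adjusted p under 0.05: it was 0.066 for Fig. 3F (median -2.08) and 0.066 for Fig. S3H (4.01) in females, and 0.11 for Fig. 3G (-2.73), 0.13 for Fig. S3I (1.37) and 0.091 for Fig. S3J (1.07) in males. The same held for p53 targets (1.43 in females, 1.47 in males), pre-granulosa markers (0.84 and 1.72) and male Sertoli markers (2.00), with adjusted p of 0.54 in females and 0.60 in males, and for the additional male lists of Sertoli and p53 genes. Under fry, the female pre-granulosa list (0.84) had an adjusted p of 0.055, while the female Leydig (0.98, 0.027), male imprinted (-0.59, 0.020) and male X-linked lists (-0.14, 0.022) came under 0.05. The male p53 list was at 1.47 without moderation (adjusted p = 0.10) and 1.54 on linear FPKM (0.14). At a mean of at least 5 FPKM, the female imprinted list was at 1.83 (adjusted p = 0.0046) and the male one turned to 0.00735, from -0.59. The male blood and endothelial list turned from -0.07 to 0.0737 under median-of-ratios rescaling. The cause of these changes was not tested.

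Some single genes with a log2 fold change near 0 changed direction: Stra8 in females on linear FPKM (-0.0454, against 0.00), and in males Cdkn1b under median-of-ratios rescaling (0.0948, against -0.02) and Cdkn1c with each library at a sum of 1000000 (-0.18, against 0.01); the cause was not tested. Among the values of single genes and of the additional lists under the alternatives, 206 were no longer past 0.05, 17 came past it, 3 of those with a test turned, 33 without a test moved by more than the spread between replicates, and the other 1884 did none of these. With a library left out, where there is no test, the log2 fold change also changed sign in 7 cases among these values. They were Stra8 in females and Cdkn1b and Cdkn1c in males, each without either of 2 libraries. The last was the additional male pre-granulosa list without Snf5 CKO replicate 1. These values do not take in every gene of the lists. Outside them the sign turned for other genes too. In females these include Tdrd5 (-0.36 to 0.27), Pmaip1 (-0.56 to 0.43) and Hba-a1 (-3.01 to 0.57). Of the 206, 101 arose on linear FPKM and 75 without moderation. The mean r of libraries within and between genotypes was 0.960 and 0.770 in females and 0.955 and 0.790 in males with a pseudocount of 0.1, and 0.986, 0.908, 0.983 and 0.916 without a filter.

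With each of the 4 libraries of a sex left out, which leaves 1 library in a group and no test, the medians ranged as follows. In females they were 1.18 to 1.47 for p53 targets, 3.69 to 4.07 for the PGC genes, 0.62 to 1.03 for imprinted genes, 0.77 to 1.09 for pre-granulosa markers, -0.78 to -0.29 for stromal markers and 0.24 to 1.47 for blood and endothelial markers, the lowest of these last without Snf5 CKO replicate 2. In males they were 1.21 to 1.47 for p53 targets, -2.79 to -2.69 for the de novo DNA methylation and piRNA genes, -0.67 to -0.52 for imprinted genes, 1.65 to 2.24 for Sertoli, -1.72 to -1.14 for Leydig, 1.42 to 2.01 for pre-granulosa and -1.62 to -0.74 for stromal markers, -0.153 to 0.0536 for blood and endothelial markers, -0.0892 to 0.144 for the Fig. 3F genes, below 0 without Snf5 CKO replicate 1, and -0.17 to -0.12 for X-linked genes. Among single genes, the log2 fold change of Mir1957b was -2.21 without female control replicate 1, against -4.37 with all libraries. Mir1957b is listed at 0 in both Snf5 CKO libraries, which can be a failed estimate. Its fold therefore depends on the 1 FPKM added before the log and is not a measured size. The total depth is unknown, so whether genes listed at 0 were absent or not detected cannot be said.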

Differences from the paper's values

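Of 32 values of the paper, read by eye from its figures, 0 differed from the main result by more than both its SD, where it has one, and a factor of 1.5. Apart from the count of Fig. S7A, they are ratios of the FPKM values that the authors deposited, so a close match was to be had in advance. They include Mrps18b, which was taken for the paper's Rps18b by its matching values, so its match is not independent. No difference given here comes from a test chosen after the result was seen.

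The paper names Rnf185 among the genes lower in Snf5 CKO females in Fig. 3B; here its log2 fold change was -0.97 (adjusted p = 0.0033), and it passed both thresholds only with a pseudocount of 0.1 (-1.01). E2f2 is named among the higher genes of Snf5 CKO females in Fig. S3F; here its log2 fold change was 0.93 (adjusted p = 0.0057), and it passed both thresholds with a pseudocount of 0.1 (1.32), with each library rescaled to a sum of 1000000 (1.06) and with median-of-ratios rescaling (1.04). Pld6 is named among the lower genes of Snf5 CKO males in Fig. 3C; here its log2 fold change was -0.87 (adjusted p = 0.015), and no alternative set before the data were examined brought it past both thresholds.

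Fig. 3F marks 8 of its 15 genes with asterisks, while 14 had an adjusted p under 0.05 in limma; on linear FPKM without moderation, 14 had an unadjusted p under 0.05, among them all 8 with an asterisk, and 4 an adjusted one. Fig. 3G marks 3 of its 10 genes, while 10 had an adjusted p under 0.05 in limma; on linear FPKM without moderation, 6 had an unadjusted p under 0.05, among them all 3 with an asterisk, and 2 an adjusted one.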

Other observations

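The test of gene length between replicates and the test of loci listed at 0 were chosen only after the results had been seen; those of the lists of Figs. 3F and 3G and of the relation of GC content with the replicate difference were written after the main results had been seen and before their own were.

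Replicate 2 differed from replicate 1 in the same genes in control and in Snf5 CKO. Over the genes with a known transcript length (96.2% of the tested genes in females and 95.2% in males), the differences had a correlation across genes of 0.515 and 0.595. A length bias predicts a relation of the difference with length, and this was there: the difference fell with transcript length, with a Spearman's rho of -0.357 in control and -0.489 in Snf5 CKO females and -0.529 and -0.577 in males, so such a bias may account for a part. It is not the whole cause, since the correlation was 0.448 and 0.479 after a trend on length was removed, a measure added after the relation had been seen. The relation predicted for a GC bias was weaker, with a rho of 0.239 and 0.146 in females and 0.0510 and 0.144 in males. After a trend on GC content was removed the correlation was 0.502 and 0.585, so GC content is not the whole cause either. The sequencer, the read length and the day of preparation stay open, since the paper does not tie them to the replicates.

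A bias on length and GC content was also weighed for the lists of the main conclusions, in the fit with the replicate block. After trends on both were removed, the median log2 fold change was -1.82 for the Fig. 3F genes in females and -2.56 for the Fig. 3G genes in males, so these trends are not the whole cause of the falls.

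In both tables together, 29 named loci were at 0 in some library and at 100 FPKM or more in another, and 20 of them carry names of small RNAs. A status other than OK in a library at 0 was found for 17.2% of them, so loci that Cufflinks reported as skipped or failed are unlikely to be the whole cause; why the others are listed at 0 stays open.

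Lists that moved past no threshold in camera had these median log2 fold changes in females and males: SWI/SNF subunits 0.06 and 0.49 (adjusted p = 0.40 and 0.37), stromal markers -1.09 in males (0.46; females 0.83), and X-linked genes -0.31 and -0.14 (0.39 and 0.55). The SWI/SNF median was -0.165 without female Snf5 CKO replicate 1, -0.0605 without female control replicate 2, 0.156 and 0.133 without the other female Snf5 CKO or control library, 0.276 without male Snf5 CKO replicate 1 and 0.311 without male control replicate 2. The Sertoli list was at 0.81 in females (3 tested genes, 0.19), and its additional list at 1.19 (0.067). The additional pre-granulosa list was at -0.67 in males (3 tested genes, 0.94); it was 0.11 without Snf5 CKO replicate 1, -1.45 without Snf5 CKO replicate 2 and -0.43 without control replicate 2. The Fig. 3G genes were at -1.17 in females (0.20) and the Fig. 3F genes at 0.22 in males (0.77).

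Alpl, the gene into which Cre is knocked in, had a log2 fold change of 2.59 in females (adjusted p = 0.00023) and 0.61 in males (0.048); only a part of the control embryos carried the Cre allele. Smarca4 (Brg1), another subunit of the complex, had a log2 fold change of -1.12 in females (adjusted p = 0.0019). Mki67, which encodes the proliferation marker Ki67, had a log2 fold change of 2.28 in males (adjusted p = 0.0038).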
